# CHD5, a Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression of Neuronal Genes

**DOI:** 10.1371/journal.pone.0024515

**Published:** 2011-09-13

**Authors:** Rebecca Casaday Potts, Peisu Zhang, Andrea L. Wurster, Patricia Precht, Mohamed R. Mughal, William H. Wood, Yonqing Zhang, Kevin G. Becker, Mark P. Mattson, Michael J. Pazin

## Abstract

CHD5 is frequently deleted in neuroblastoma and is a tumor suppressor gene. However, little is known about the role of CHD5 other than it is homologous to chromatin remodeling ATPases. We found CHD5 mRNA was restricted to the brain; by contrast, most remodeling ATPases were broadly expressed. CHD5 protein isolated from mouse brain was associated with HDAC2, p66ß, MTA3 and RbAp46 in a megadalton complex. CHD5 protein was detected in several rat brain regions and appeared to be enriched in neurons. CHD5 protein was predominantly nuclear in primary rat neurons and brain sections. Microarray analysis revealed genes that were upregulated and downregulated when CHD5 was depleted from primary neurons. CHD5 depletion altered expression of neuronal genes, transcription factors, and brain-specific subunits of the SWI/SNF remodeling enzyme. Expression of gene sets linked to aging and Alzheimer's disease were strongly altered by CHD5 depletion from primary neurons. Chromatin immunoprecipitation revealed CHD5 bound to these genes, suggesting the regulation was direct. Together, these results indicate that CHD5 protein is found in a NuRD-like multi-protein complex. CHD5 expression is restricted to the brain, unlike the closely related family members CHD3 and CHD4. CHD5 regulates expression of neuronal genes, cell cycle genes and remodeling genes. CHD5 is linked to regulation of genes implicated in aging and Alzheimer's disease.

## Introduction

A role for CHD5 in cancer was first suggested by genetic mapping studies in neuroblastomas [1], [2]. Neuroblastomas frequently harbor a deletion of the short arm of human chromosome 1, and the region shared by most deletions includes the CHD5 gene [1], [3]. CHD5 was confirmed as the tumor suppressor in this region, as depletion of CHD5 phenocopied the proliferative defects found with deletions engineered in mice [2], [4]. Depletion of CHD5 reduced expression of another tumor suppressor, p19Arf, suggesting that CHD5 mediates its tumor suppressive activity through modulation of the p19arf/p53 pathway [4]. Subsequently, CHD5 has been reported to be mutated, deleted or silenced in a variety of human cancers including glioma, leukemia/lymphoma, melanoma, breast, prostate, ovarian and gastric cancers [5], [6], [7], [8], [9], [10], [11], [12], [13]. CHD5 expression has been suggested to serve as a biomarker for positive outcomes in neuroblastoma patients [14].

Chromodomain/helicase/DNA-binding domain (CHD) proteins are found in eukaryotes from yeast through humans [15], [16]. All CHD members contain two N-terminal chromodomains, a helicase-like ATPase motif associated with nucleosome remodeling, and a less well-defined C-terminal DNA binding domain. The tandem chromodomains of CHD1 specifically recognize H3K4Me3 and can facilitate the recruitment of post-transcriptional initiation and splicing factors [17], [18]. The human CHD family is often divided by sequence homology: subfamily I (CHD1 and CHD2), subfamily II (CHD3 and CHD4) and subfamily III (CHD6, CHD7, CHD8, CHD9); CHD5 has been grouped with CHD 6–9 by some authors, and CHD 3–4 by others [15], [16], [19], [20]. Many remodeling ATPases are expressed ubiquitously in the body plan. CHD5 is unusual in that its expression is reported to be limited to the developing brain, adult brain and the adrenal gland, suggesting a potential role in the development or function of the neural system [21]. Deletion of a region of chromosome 1 near CHD5 has been linked to intellectual impairment [22]. However, the role of CHD5 in brain development and function remains to be determined.

CHD3 and CHD4, also known as Mi-2alpha and Mi-2ß, are found in multiprotein chromatin remodeling complexes named NuRD [23], [24], [25], [26], [27], [28]. In addition to the ATPase activity of the CHD subunit, NuRD complexes include the histone deacetylases HDAC1 and HDAC2. NuRD complexes include a methyl CpG binding protein (MBD2 or MBD3), adapter proteins (RbAp46 and/or RbAp48), p66, and a metastasis associated protein (MTA1, 2 or 3).

CHD proteins have been demonstrated to regulate gene expression, with CHD3 and CHD4 being the best-studied examples [24]. NuRD is often described as a transcriptional repressor, in part because of the presence of histone deacetylase activity. However, NuRD complex activity results in divergent outcomes for two target genes in developing lymphocytes, mb-1 and CD4: NuRD inhibits mb-1 transcription and activates CD4 transcription [29], [30]. NuRD is also an activator and repressor during blood development [31]. This behavior is reminiscent of the mammalian ISWI remodelers, which are also often thought of as repressors, yet appear to possess activation potential as well [32], [33], [34]. How the NuRD complex can differentially regulate gene transcription remains an open question but it has been suggested to be an outcome of a regulated shift in the composition of NuRD components or through the association with other transcriptional regulators. Genome-wide analysis of Mi2 binding in *D. melanogaster* revealed association with regions that appeared to be enhancers and promoters [35]. Less is known about the potential chromatin remodeling and gene regulatory functions of CHD5–CHD9. Whether CHD5 exists in a multi-protein complex and functions to regulate gene expression in the brain has not been reported.

Remodeling of chromatin structure is an important determinant of cell fate decisions and function in the nervous system. In particular, ATP-dependent remodeling has been shown to be critical for the development of invertebrate and vertebrate nervous systems [19], [36], [37]. The best-characterized example is SWI/SNF, containing the BRG1 and BRM ATPases. The SWI/SNF ATPases are ubiquitous, though the accessory proteins in the complex are developmentally regulated. During the transition from neural progenitor to post-mitotic neuron, BAF45a and BAF53a are replaced by BAF45b and BAF53b to assemble the brain-specific nBAF form of the SWI/SNF complex [38]. nBAF is critical in neuron-specific function as BAF53b-deficient mice have a defect in neuron dendrite outgrowth [39]. In addition to ATP-dependent remodeling, HDAC-inhibitor studies revealed a role for chromatin remodeling involving histone acetylation in synaptic plasticity and learning behaviors [40], [41]. Studies on HDAC2-deficient mice implicated this particular deacetylase as a direct negative regulator of learning and memory [42].

Here, we examine CHD5 in rodent brain and neurons. We found CHD5 was present in a multiprotein NuRD-like complex. CHD5 was expressed in several brain regions, and CHD5 was found in neurons. Depletion of CHD5 from primary neurons revealed genes that were activated and repressed by CHD5. The targets included genes that were previously identified as important for aging, Alzheimer's disease, and neuronal development. Binding of CHD5 to some of these target genes in intact cells suggested they were directly regulated by CHD5.

## Materials and Methods

### Protein extracts from rat brain

Rat brain was dissected to separate the cortex, cerebellum, hippocampus, brain stem and striatum. Nuclear extracts were made from each rat brain section as described for mouse brain nuclear extracts (Methods S1). 15 ug of nuclear extract from each brain region was analyzed by SDS-PAGE, transferred to PVDF membrane, and detected by immunoblotting using anti-HDAC-2 (Abcam ab7029), and reprobed with anti-CHD5 (HD5A-E Day 77). Animal approval for rats was from the NIA ACUC, protocol ASP-289-MPM, and all experiments conform to the relevant regulatory standards.

### Staining of brain sections

CHD5 staining of the rat hippocampus was done as described [43] using anti-CHD5 antibody (HD5A-A Day 77) or pre-immune serum at 1∶2000.

### Staining of primary neurons

Rat primary neurons were harvested from E18 rats as described [44]. Cells were plated on PEI coated coverslips and were grown in Neural Basal Medium (+B27) for nine days *in vitro* (DIV). Cells were fixed in 100% cold methanol for 15 minutes at −20°C, pre-incubated with blocking buffer (2% nonfat powdered milk, 2% normal serum in PBS) for 1 hour. Cells were incubated with primary antibodies diluted 1∶1000 in blocking buffer for 72 hours at 4°C. Primary antibodies used were: anti-CHD5 (HD5A-A Day 77) and anti Tuj1, mouse monoclonal anti Beta-Tubulin isotype III (Sigma #T8660). Secondary antibodies were Alexa 568 for Tuj1 and Alexa 488 for CHD5. Cells were counterstained with DAPI in PBS for 10 minutes.

### Identification of proteins associated with CHD5

CHD5 antibody (HD5A-A Day 77) or pre-immune serum was crosslinked to protein A beads as described [45]. Mouse brain nuclear extract (12 mg) was diluted 1∶4 in RIPA Buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS), antibody/protein A beads were added and incubated overnight at 4°C. The beads were pelleted, and washed 4 times with TX-100 Buffer [0.02 M Tris/HCl pH 8.0, 0.137 M NaCl, 10% glyceol (v/v) and 1% Triton X-100 (v∶v)] with protease inhibitors. A final wash was performed with TE. The immunoprecipitated proteins were eluted from the beads using 0.1 M Glycine pH 2.5. The immunopurified proteins were analyzed by SDS-PAGE on an 8% polyacrylamide gel. Protein bands were visualized by silver staining (BioRad) or Colloidal Coomasie Blue staining. Protein bands were excised from Coomasie-stained gels and were sequenced (ProtTech Inc). Animal approval for mice was from the NIA ACUC, protocol ASP-365-MJP-Mi, and all experiments conform to the relevant regulatory standards.

### Co-immunoprecipitation of proteins

Mouse brain nuclear extract was immunopurified as described above except that these antibodies were crosslinked to the protein A beads: anti-HDAC1 (Santa Cruz, sc-7872; Upstate, 06-720), anti-HDAC2 (Abcam ab7029-50), anti-p66 Beta (Bethyl, A301-281A). Other CHD5-interacting proteins were immunopurified using the previously described protocol with these modifications: the antibodies were not crosslinked to the protein A beads and the nuclear extract was diluted into CoIP Buffer II (100 mM NaCl, 20 mM Hepes pH 7.5, 1 mM EDTA, 10% glycerol, 0.1% NP40). Immunopurified proteins were analyzed by SDS-PAGE using 8% Polyacrylamide gels. Immunoblot analysis was performed probing for CHD5 using CHD5 antisera (HD5A-E Day 77).

### Gel filtration analysis of CHD5

Mouse brain nuclear extract was dialyzed against PBS (MWCO 12–14,000, 6.4 mm diameter Spectrum Laboratories 132 676), centrifuged twice at 100,000× g for 10 minutes at 4°C, then 0.2 mg was loaded onto a Sephadex 200 Column (Amersham) and 0.5 mL eluted fractions were collected and analyzed by SDS-PAGE and western blot analysis. Sizing standards were run according to the manufacturer's instructions (Amersham High Molecular Weight Gel Filtration Calibration Kit, 17-0441-01).

### CHD5 protein depletion using lentiviral-delivered shRNA

CHD5 KD shRNA sequences (Table S5) were designed according to the instructions for the pLKO.1 system (Addgene). Control shRNA virus was plasmid 1864 from Addgene, as described [46]. Virus was packaged using HEK-293T cells, pLKO.1 vector with shRNA inserts for CHD5, psPAX2 and pMD2.G. 48 hours after transfection of 293 cells, medium containing virus was filtered (0.45 micron), then applied to primary cortical neurons one day after the neurons were plated (DIV 1) for 6 hours. Medium was removed, and replaced with Neural Basal Medium, and the cells were cultured until RNA was harvested at day 5, 9, or 12 (DIV 5, 9 or 12).

### Validation of Microarray

RNA was harvested from primary cortical neurons infected with the indicated lentivirus, as described above, at the indicated times. RNA was isolated using RNAeasy Kit (Qiagen), cDNA was synthesized using Iscript (BioRad). mRNA was quantified using real time PCR and normalized to Actin (Actb), a housekeeping gene; similar results were obtained normalizing to other housekeeping genes such as Tbp [47] or Gapdh. Primer sequences are listed in Table S5.

### ChIP (chromatin immunoprecipitation)

ChIP was performed essentially as described [32], [48], [49], [50], [51], with the following changes. Approximately 3×10^6^ primary cortical neurons were cross-linked with 1% formaldehyde for 10 minutes, then quenched with glycine. Cells were scraped into PBS, collected by centrifugation, and lysed in 400 ul SDS Lysis Buffer (50 mM Tris-HCl pH 8, 1% SDS, 10 mM EDTA). Nuclei were not treated with MNase. Sonication was performed using a bath sonicator (Bioruptor; Diagneode). Mouse brain ChIP was performed as described [32], [52]. CHD5 ChIP was performed using CHD5 antisera on day 9 (HD5A-A Day 77). Rat and mouse primer sequences are listed in Table S5.

## Results and Discussion

### CHD5 mRNA is preferentially found in brain

CHD5 expression was initially reported to be limited to brain, though others have found CHD5 expression elsewhere, so there is some controversy about sites of CHD5 expression [4], [7],[9],[13],[21]. We examined CHD5 mRNA in mouse and human organs, and found that CHD5 mRNA was abundant in brain, approximately 7 fold lower in mouse testes, and 2–4 orders of magnitude lower in all other tested mouse and human organs (Figure 1a,b). Little if any CHD5 mRNA was found in the neuroblastoma cell line SH-SY5Y; this is a negative control, as neuroblastoma cells generally do not express the neuroblastoma tumor suppressor gene CHD5. By contrast, for the same mouse mRNA samples, the ratio of the highest to lowest expression for CHD4, BRG1 and SNF2H (three other remodeling ATPases) was about 5 fold, indicating they were broadly expressed (Figure 1b). We place CHD5 along with CHD4 in the Mi2 group of remodeling ATPases by sequence homology (see below), thus the contrast in expression was specific to CHD5, not a property of the Mi2 family. CHD5 mRNA was detected at E15.5, when the brain is mostly neurons with relatively few glial cells, and increased after birth and to adulthood (Fig. 1c). RNA encoding other remodeling enzymes was also detected, including CHD3 and CHD4, sequence homologs of CHD5 (Fig. 1c). Again, the expression of CHD5 was very different than the expression of the paralogs CHD3 and CHD4.

**Figure 1:**
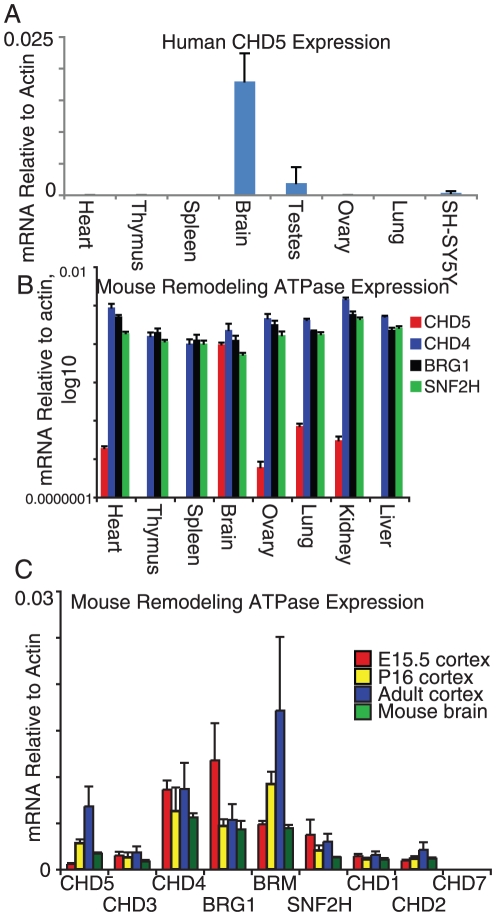
CHD5 expression is restricted to brain. A,B) RNA from human (A) or mouse (B) organs was used to synthesize cDNA, which was then quantified by real-time PCR. Signal was normalized to the expression of the housekeeping gene Actin. The bars indicate the averages and standard deviations of three experiments. A) SH-SY5Y indicates the human neuroblastoma cell line SH-SY5Y; neuroblastoma cells do not express the tumor suppressor CHD5. B) expression for each remodeling enzyme was normalized to the expression level in mouse brain; thus, a value of 1 means the expression for that enzyme in that tissue is the same as brain. CHD5 was not detected in mouse Th1 and Th2 cells (primary naïve CD4+ T lymphocytes differentiated in culture to the Th1 or Th2 fate; data not shown). C) RNA obtained from dissected mouse brain (brain at E15.5, cortex at P16, and adult cortex) as well as commercial mouse brain RNA was used to synthesize cDNA, which was then quantified by real-time PCR for each of the indicated remodeling enzyme ATPases. Signal was normalized to the expression of the housekeeping gene Actin. Mouse brain at E15.5 is essentially cortical neurons. The bars indicate the averages and standard deviations of three experiments.

### CHD5 is a nuclear protein found in neurons

Remodeling ATPases are grouped by homology into subfamilies. Based upon sequence identity and domain structure, CHD5 is a member of the Mi2 group, along with the paralogs CHD3 and CHD4 (Figure S1). CHD5 is most homologous to CHD4, with 70% amino acid identity and identical domain structure (Paired PHD domains, paired chromodomains, SNF-2-like ATPase domain). By comparison, CHD5 shares only 18% identity with SNF2H, an ISWI ATPase, and 18% identity with BRG1, a SWI2/SNF2 ATPase. We made antisera targeted to CHD5 N-terminal fragments (Figure S1b) that specifically recognize CHD5, and used these antisera to test for CHD5 in brain. We found CHD5 protein was expressed in various regions of rodent brain (Figure 2a). By contrast, CHD5 protein was not detected in HeLa (epitheliod), SH-SY5Y (neuroblastoma), NT2 (embryonal carcinoma), and EL4 (T cell) cell lines, consistent with the lack of CHD5 mRNA in these cells (Figure 2a and data not shown). CHD5 staining was not detected in SH-SY5Y cells, a human neuroblastoma line; following transfection with a human CHD5 cDNA, nuclear staining was readily apparent in these cells (Figure 2). This suggested that our antisera were specific for CHD5; we used SH-SY5Y as a negative control because they a cell line with a neuronal phenotype that lack the neuroblastoma suppressor CHD5. CHD5 protein expression was examined in rodent brain sections. CHD5 protein was readily detected at regions rich in neuronal cell bodies, and was not detected in glial cell rich regions, suggesting CHD5 was a neuronal protein found in cell nuclei (Figure 3a), consistent with a recent report [14]. These signals were not detected when CHD5 primary antibody was omitted from the staining procedure (data not shown). Staining of primary rat neurons confirmed CHD5 was predominantly a nuclear protein in neurons (Figure 3b).

**Figure 2:**
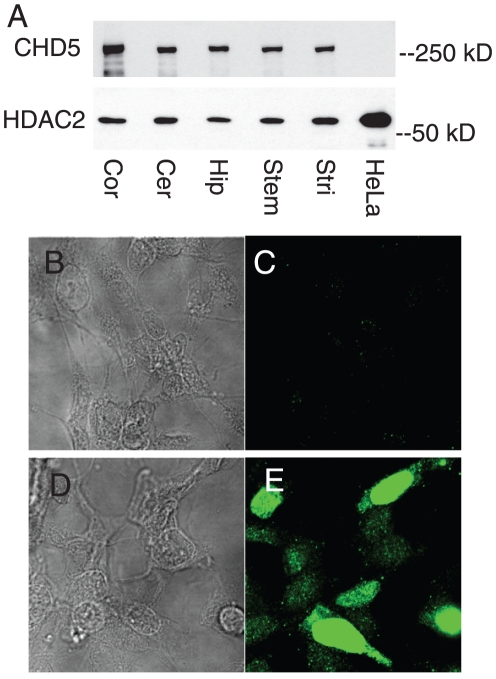
CHD5 protein is expressed in several brain regions. A) The indicated regions were dissected from rat brain. Nuclear extracts were made from rat brain and HeLa cells. Equal amounts of protein were loaded in each lane. CHD5 was detected by immunoblotting with HD5A-E day 77. The same filter was reprobed for HDAC2 as a loading control. B–E) CHD5 antibody specificity. SH-SY5Y neuroblastoma cells were transfected with human CHD5 cDNA (D, E) or control (B, C) using lipofectamine2000. Cells were fixed with methanol −20°C 15 minutes, visualized by phase contrast (B, D) or were stained for CHD5 protein (primary is 1∶1000 CHD5 antisera HD5A-A day 77, secondary is Alexa 488 anti-rabbit).

**Figure 3:**
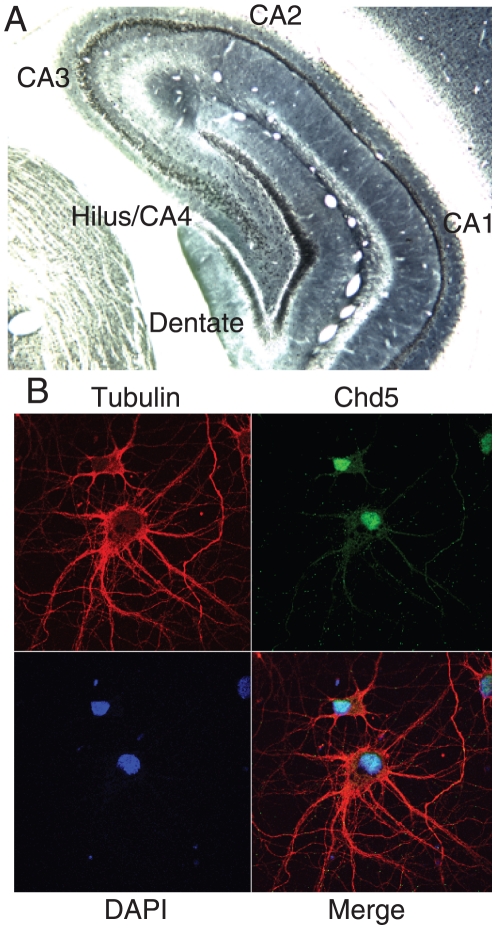
CHD5 protein is a nuclear protein in rodent brain and cultured neurons. A) Rat brain sections were prepared, stained with CHD5 antisera HD5A-A day 77, and protein was visualized using immunohistochemistry. B) Neurons harvested from E18 rats were grown on coverslips, and stained for CHD5 (Green; Antisera HD5A-A day 77) and a neuronal marker (Red- Tuj1), and counterstained for DNA (Blue-DAPI). Individual and merged panels are shown.

Of course, it is not possible to prove a negative proposition. We were not able to detect CHD5 mRNA or protein outside of brain and perhaps testes at levels higher than in our neuroblastoma negative control. It is nonetheless possible that CHD5 below our detection limit has some important functional role in these cells. In addition, we did not test all possible cell types at developmental stages, so there may be other cell types that express CHD5. Examination of published reports of CHD5 expression outside brain, revealed that several measured mRNA and did not detect the protein [4], [7], [9], another reports CHD5 is a cytoplasmic protein [13] and another reports a CHD5-specific antibody detects CHD5 in HeLa cells [53].

### CHD5 is found in a NuRD-like complex

We asked whether CHD5 was associated with other proteins. Human CHD3 and CHD4 form NuRD-like complexes [24], while Drosophila Mi2 proteins have also been found as free proteins and in complexes without NuRD components [reviewed in 54]. We considered that CHD5 could be in NuRD-like complexes, or perhaps in non-NuRD complexes like the fly homolog. We immunopurified CHD5 from mouse brain nuclear extracts, isolated gel slices, and identified proteins using mass spectrometry. Little, if any, CHD5 was found in the cytoplasmic fraction, consistent with our staining results. Our immunopurification appeared to be specific for CHD5, as sequencing of the band at the expected size for CHD5 revealed the presence of peptides unique to CHD5, while we did not detect peptide sequences from either CHD3 or CHD4 that were absent from CHD5 (Table S1a). Note that CHD3 and CHD4 are identical in size to CHD5, thus cannot be distinguished by electrophoretic mobility. We identified MTA3, p66ß and HDAC1/2 as proteins associated with CHD5 (Figure 4a and Table S1). These components or homologs have been found in NuRD complexes along with the ATPases CHD3 and CHD4 [25], [26], [27], [28], suggesting CHD5 was in a NuRD-like complex.

**Figure 4:**
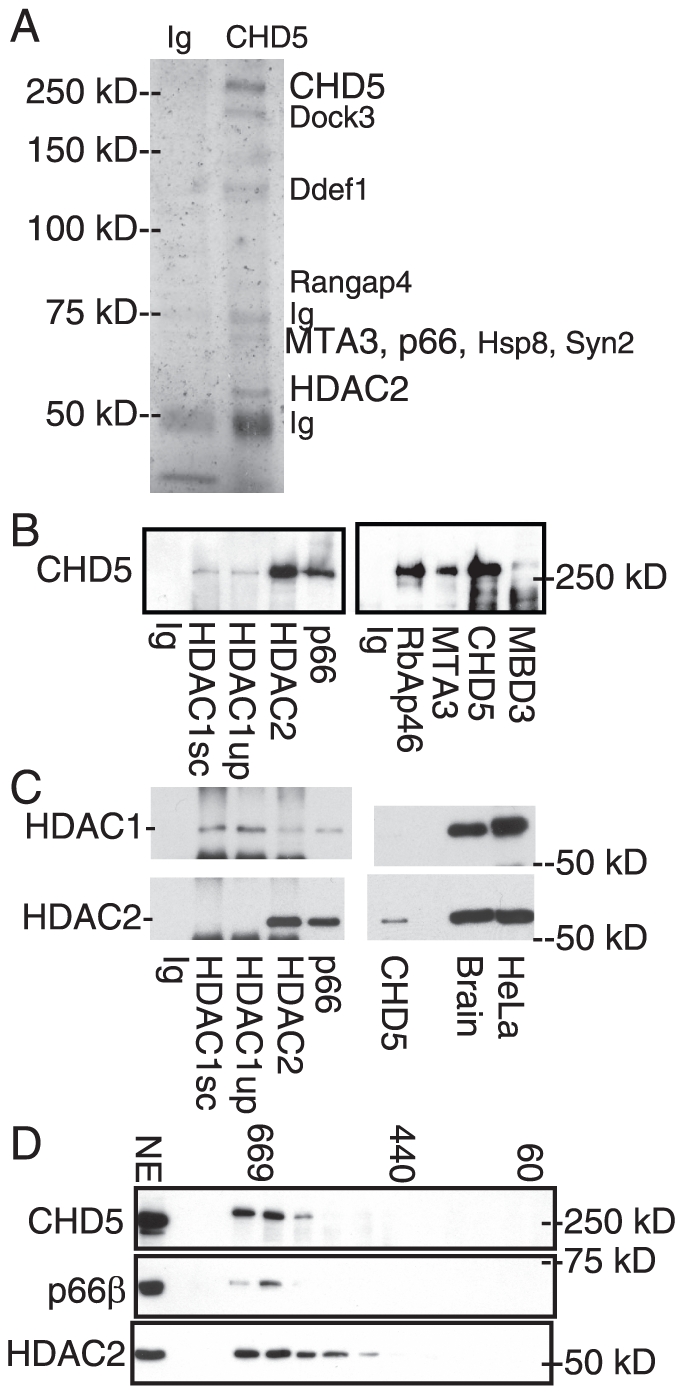
CHD5 protein is found in a NuRD-like complex in mouse brain. A) Proteins were purified from mouse brain nuclear extract using CHD5 antisera HD5A-A day 77 or control IgG crosslinked to Protein A beads. Proteins were analyzed by SDS-PAGE and detected by silver stain. B) Mouse brain nuclear extracts were immunoprecipitated using the antisera indicated below, analyzed by SDS-PAGE, transferred, and detected by immunoblotting using CHD5 antisera. Note different CHD5 antisera were used for IP (HD5A-A day 77) and for immunoblotting (HD5A-E day 77). C) Mouse brain nuclear extracts were immunoprecipitated using the antisera indicated below, analyzed by SDS-PAGE, transferred, and detected by immunoblotting using HDAC1 or HDAC2 antisera. Brain indicates mouse brain nuclear extract; HeLa indicates HeLa nuclear extract. D) Mouse brain nuclear extracts were size-fractionated using gel filtration. Size of fractions was estimated by calibrating the column with standards. Fractions were analyzed by SDS-PAGE, transferred, and detected by immunoblotting with the indicated antisera (for CHD5, antisera HD5A-E day 77 was used). The input nuclear extract (NE) is shown as a positive control.

We used co-immunoprecipitation experiments to further define CHD5-interacting proteins. We confirmed the interaction of MTA3, p66ß, and HDAC2 with CHD5 (Figure 4b). We also detected a strong interaction with RbAp46 (Figure 4b). A weak interaction was found with MBD3; it is not clear whether the lower signal reflects MBD3 abundance, stability of interaction with MBD3 or antibody efficiency. We noted HDAC1 was detected at lower levels than HDAC2 (Figure 4b and Table S1b), suggesting that CHD5 was preferentially interacting with HDAC2. Immunoblotting with HDAC1 instead of CHD5 confirmed HDAC1 was immunoprecipitated with HDAC1 antisera, but not by CHD5 antisera (Figure 4c). Immunoblotting with HDAC2 confirmed that CHD5, p66ß and HDAC2 antisera immunoprecipitated HDAC2. Both HDAC1 and HDAC2 were readily detected in nuclear extracts from mouse brain and HeLa cells (Figure 4c).

We hypothesized that CHD5 might bind HDAC2 with higher affinity, or alternatively cells expressing CHD5 might contain more HDAC2 than HDAC1. We transfected CHD5 cDNA into HeLa cells, which contain HDAC1, HDAC2, CHD3, and CHD4 [26], [27], but lack CHD5 (Figure 2a). CHD5 could interact with both HDAC1 and HDAC2 in these cells, as found for CHD4 (Figure S2). This also indicates the HDAC1 antibody is capable of identifying HDAC1/CHD5 complexes, when present. Others have found that neurons preferentially contain HDAC2 instead of HDAC1 [42], [55], and this may account for the specificity of the CHD5-HDAC2 interaction we observed in neurons and brain.

We fractionated nuclear proteins using size-exclusion chromatography, to ask whether CHD5 protein also existed as monomers. CHD5 migration was approximately megadalton, and little or no CHD5 was detected at the expected size for monomeric or dimeric CHD5 (Figure 4c), suggesting CHD5 was predominantly present in a large complex similar in size to NuRD and SWI/SNF ATP-dependent remodeling enzymes. HDAC2 and p66ß co-migrated with CHD5, consistent with the proteins being present in a NuRD-like complex (Figure 4c). We did not detect smaller complexes, as found for Mi2 proteins in flies.

### CHD5 depletion alters neuronal expression of genes implicated in aging, Alzheimers', and neuronal function

We hypothesized that CHD5 might regulate neuronal gene expression. To deplete primary neurons of CHD5, we constructed lentiviral vectors to express shRNA targeting CHD5. We identified sequences that reduced the amount of CHD5 protein expressed in primary rat neurons (Figure 5a); shRNA that reduced CHD5 mRNA also reduced CHD5 protein. We identified CHD5-dependent gene expression in primary neurons using microarray analysis (described in detail in Methods S1); primary data were deposited in GEO (GSE27620). 

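RNA was measured in primary rat neurons that had received either the lentivirus expressing CHD5 shRNA or the control lentivirus for 6 hours on day 1 of culture. It was harvested on days 5, 9 and 12, with 3 replicates (a, b and c) of each lentivirus on each day, which gave 18 arrays in 6 groups of 3. Each value is the mean signal of the beads of a probe on an Illumina rat array, and the authors applied neither normalization nor background subtraction to it. A detection p-value, which compares the probe with the negative control beads of its array, comes with each signal. Of 22523 probes, 11079 had a detection p-value of at most 0.02 on at least 1 array and were kept. The log2 signals of each array were converted to Z-scores and multiplied by the mean SD of the arrays, so that differences are on the log2 scale. limma was fitted to all 6 groups together, and a probe was called changed when its Benjamini-Hochberg adjusted p was under 0.05. Each SE thus rests on a spread pooled over the groups and does not measure the spread of the arrays of a single day. The mean signal per array lay between 400.2 and 789, with 8360 to 9931 probes detected, on all arrays except the day 9 control array of replicate b. That array had a mean signal of 135 and 7047 detected probes, and its log2 signals had an SD of 1.11 against 1.72 to 2.02 on the others. The Z-transformation widened its log2 signals to the common SD, which enters the day 9 differences. With 3 arrays per group, the number of arrays limits the precision of each difference. No probe was annotated to Chd5, so the depletion of its mRNA could not be read from the arrays. The probe of the homolog Chd3 differed by -0.12, 0.03 and 0.16 between CHD5 shRNA and control at days 5, 9 and 12, and that of Chd4 by -0.10, -0.34 and -0.15. Neither gene was called at any day (smallest limma adjusted p 0.123, for Chd4 at day 9).

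**Figure D1:**
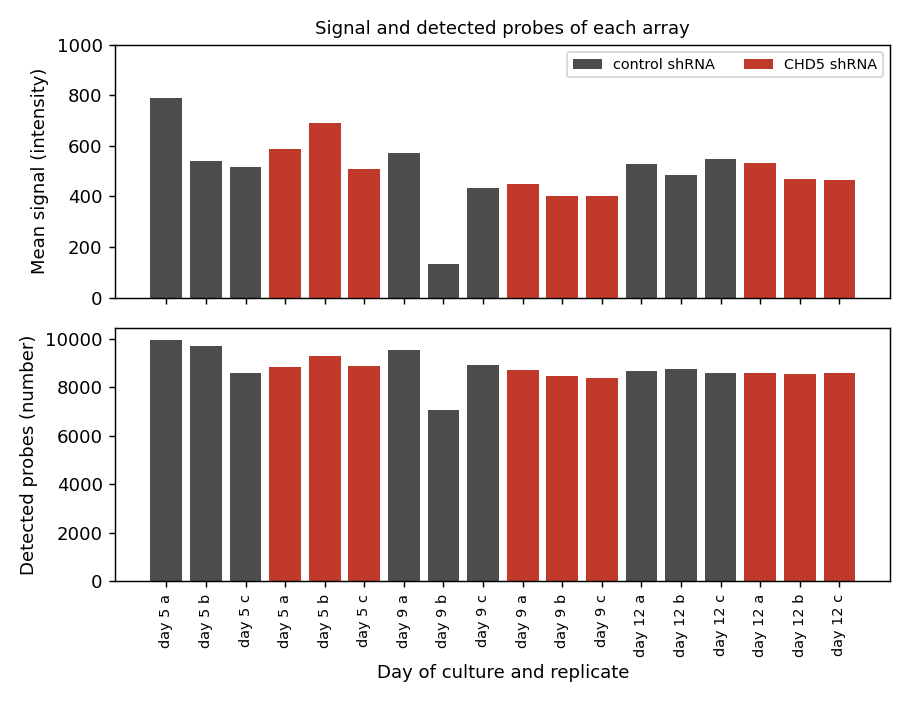
Mean signal and number of detected probes of each array, by day, lentivirus and replicate. The day 9 control array of replicate b lies lowest in both, at a mean signal of 135 and 7047 probes.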

We found the expression of several hundred genes was augmented or diminished following depletion of CHD5 protein; approximately similar numbers of genes were affected in each direction (Figure 5b). 

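At day 5, 19 probes were called in the limma fit (14 lower and 5 higher after CHD5 depletion), at day 9 653 (249 lower and 404 higher) and at day 12 606 (359 lower and 247 higher). At an unadjusted p under 0.05 there were 627, 2239 and 1771 probes. The signals of the 3 CHD5 shRNA arrays and the 3 control arrays did not overlap for all 19 called probes at day 5, 635 of those called at day 9 and all 606 at day 12. Among all kept probes, 11.0%, 20.6% and 38.2% did not overlap, where chance gives 10%. The number called at day 9 moved most with the arrays used. It was 0 when only the 6 arrays of that day were fitted (1186 probes at an unadjusted p under 0.05), 98 without CHD5 shRNA replicate c, 228 without CHD5 shRNA replicate a, 1172 without control replicate b and 1481 without control replicate a. When arrays of the same day and letter were treated as a block, 7 probes were called at day 5. Among the largest falls were those of Lpl (lipoprotein lipase), which fell by 1.32 at day 5 (SE 0.19, limma adjusted p 0.00485), by 1.89 at day 9 (adjusted p 3.71e-05) and by 1.79 at day 12 (adjusted p 2.59e-05), and Lox (lysyl oxidase), which fell by 1.62 at day 5 (SE 0.20, adjusted p 0.000937). Spock2_predicted fell by 0.78 at day 5 (SE 0.15, adjusted p 0.0312). At day 9 Apoe fell by 1.81 (SE 0.31, adjusted p 0.00337) and Ndrg2 by 1.52 (SE 0.26, adjusted p 0.00325). These SE understate the spread at that day, as the SD of the day 9 control arrays was 1.01 for Apoe and 0.84 for Ndrg2. Htra1 fell by 1.81 (SE 0.11, adjusted p 7.18e-08) and Cldn10_predicted by 1.42 (SE 0.17, adjusted p 6.56e-05) at day 12. Among the genes that rose, Lonrf1_predicted, Ly6g6c and LOC293840 were higher by 0.70, 0.68 and 0.65 at day 5, Mllt11, Prph1 and Inexa by 1.37, 1.30 and 1.06 at day 9, and Prph1, Adcyap1 and Isyna1 by 1.57, 1.54 and 1.34 at day 12. Each of these was higher, or lower, in all 3 CHD5 shRNA arrays than in any of the 3 control arrays (exact permutation p 0.1, the smallest that 3 against 3 arrays allow). Without CHD5 shRNA replicate c, Mllt11 was not called at day 9 (1.22, limma adjusted p 0.0527). Lonrf1_predicted was not called at day 5 without control replicate b (0.66, limma adjusted p 0.0781) or CHD5 shRNA replicate b (0.58, limma adjusted p 0.0535), nor with the block of day and letter (0.70, limma adjusted p 0.0555). With that block the day 5 calls of Spock2_predicted (limma adjusted p 0.0597) and LOC293840 (limma adjusted p 0.12) were lost too, as they were without any 1 of 5 and of 6 of the day 5 arrays (limma adjusted p 0.0572 to 0.172 and 0.0572 to 0.2). Under median centring, Lox was the only gene of those named for day 5 that was still called there (limma adjusted p 0.16 to 0.507 for the others). From counts of this kind at each day, the paper states that CHD5 depletion raised and lowered similar numbers of genes.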

Pathways from the MSigDB database of the BROAD institute of MIT were queried for regulation by CHD5; these gene sets come from many cell types and sources [56]. 

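The members of the MSigDB gene sets were not used here, but Table S4 assigns some genes to them. Of the genes assigned to the sets that are higher in aging brain or in Alzheimer's disease, Gfap fell by 1.24 at day 9 (SE 0.22, limma adjusted p 0.00355) and by 0.43 at day 12 (limma adjusted p 0.357). Fgfr3 fell by 0.55 at day 9 (SE 0.13, limma adjusted p 0.0205) and by 0.69 at day 12 (limma adjusted p 0.00451), and Add3 by 0.87 (SE 0.16, limma adjusted p 0.00482) and 1.17 (limma adjusted p 0.000287). All 3 genes were lower in 3 of 3 CHD5 shRNA arrays than in every control array at both days. Gfap was not called at day 9 under median centring (limma adjusted p 0.123) or with array weights (limma adjusted p 0.0984). Median centring also lost the day 9 calls of Fgfr3 (limma adjusted p 0.208), Ddit4 (limma adjusted p 0.415), Dicer1 (limma adjusted p 0.34) and Smarcd1 (limma adjusted p 0.269). Array weights lost these calls too (limma adjusted p 0.0968, 0.0573, 0.386 and 0.0642). Without CHD5 shRNA replicate c of day 9, Fgfr3 fell by 0.52 (limma adjusted p 0.127) and Add3 by 0.73 (limma adjusted p 0.0506) at that day, and without CHD5 shRNA replicate a Fgfr3 fell by 0.53 (limma adjusted p 0.0829). Ddit4, assigned to the aging set, fell by 0.61 at day 9 (SE 0.15, limma adjusted p 0.0219) and by 0.84 at day 12 (limma adjusted p 0.0023). Its day 9 call was lost without any 1 of the 3 CHD5 shRNA arrays (limma adjusted p 0.0705, 0.0682 and 0.0872 without a, b and c). Maoa, in the same set and in the neural stem cell set, changed by -0.04 and -0.34 (limma adjusted p 0.882 and 0.187). App, assigned to both Alzheimer's sets, changed by -0.07 and -0.05 (limma adjusted p 0.694 and 0.947). At day 5 App was lower by 0.27 in 3 of 3 arrays (limma adjusted p 0.476). It was called lower only when the adjustment was over the genes of Table S4 alone. Dicer1 of these sets was higher by 0.32 at day 9 (limma adjusted p 0.0474) and by 0.32 at day 12 (limma adjusted p 0.0534), and Fmr1 of the stem cell set changed by 0.03 and -0.09. Without control replicate b of day 9, Dicer was higher by 0.24 at day 9 (limma adjusted p 0.075). It was also not called at day 9 without CHD5 shRNA replicates a, b or c (limma adjusted p 0.116, 0.138 and 0.131), under quantile normalization (limma adjusted p 0.218), under neqc (limma adjusted p 0.263) or with a replicate block within the day (limma adjusted p 0.0906). At day 12 Dicer1 was called under quantile normalization and under neqc (limma adjusted p 0.0194 and 0.0414). It was called there too with detection on all 3 arrays of a group (limma adjusted p 0.0373). The fit without the day 9 control array of replicate b also called it at day 12 (limma adjusted p 0.00527). Smarcd1, assigned to the Alzheimer's set, was higher by 0.55 at day 9 (limma adjusted p 0.0363), and not called without control replicate c (limma adjusted p 0.0845) or CHD5 shRNA replicates a or c (limma adjusted p 0.121 and 0.178), or with detection on all 3 arrays of a group (limma adjusted p 0.0508). Ampd3 of the same set was lower at both days. Suv420h2 of the stem cell set was higher by 0.29 and 0.31 at days 9 and 12 (limma adjusted p 0.151 and 0.158). Its only call was at day 5, where it was higher by 0.59 (limma adjusted p 0.0493). That call was lost under median centring (limma adjusted p 0.9996) and with array weights (limma adjusted p 0.0608). A replicate block by letter (limma adjusted p 0.0528) or within the day (limma adjusted p 0.0597) lost it too. It was also lost without control replicates a or b (limma adjusted p 0.183 and 0.29). The same held without CHD5 shRNA replicates a, b or c (limma adjusted p 0.0562, 0.168 and 0.258).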

At both day 9 and day 12 of differentiation, the most strongly downregulated gene sets were “AGEING_BRAIN_UP”, a gene set identified from aging human brain, [57] and “STEMCELL_NEURAL_UP”; “ALZHEIMERS_DISEASE_UP”, a gene set identified in human brains of Alzheimer's patients [58] was also strongly downregulated, while “ALZHEIMERS_INCIPIENT_UP” [58] was downregulated less strongly (Table S2). 

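Gabrd is among the genes that Table S4 assigns to the set that is lower in aging brain. Gabrd was higher by 0.58 at day 12 (SE 0.10, limma adjusted p 0.00154, higher in 3 of 3 arrays). Its probe was detected on 3 of the 3 CHD5 shRNA arrays and on 0 of the 3 control arrays of that day, so the size of the difference is set in part by the background. It was not called under median centring (limma adjusted p 0.0957). At day 9 Gabrd was higher by 0.19 (limma adjusted p 0.279), and under neqc it was called there (0.69, limma adjusted p 0.0363).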

The “AGEING_BRAIN_DN” gene set [57] was upregulated at the same times; thus, CHD5 had opposite effects on genes that were upregulated and downregulated in the human brain during aging. At day 5, “RETT_DN” [59] and “NGFPATHWAY” were also upregulated at day 5. To our knowledge, CHD5 had not previously linked to aging or Alzheimer's disease.

**Figure 5:**
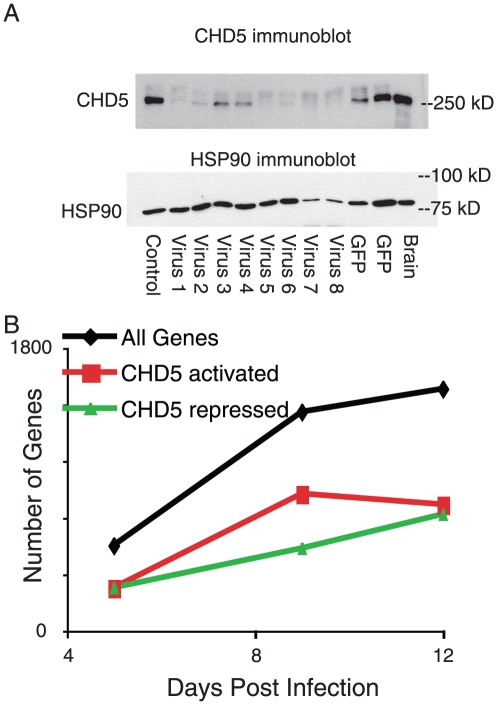
Inhibition of CHD5 protein expression in primary rat neurons. A) Neurons from E18 rats were cultured, infected with the indicated CHD5 lentivirus (1–8) or control lentivirus (Control shRNA, GFP) on day 1, protein was harvested at day 5, analyzed by SDS-PAGE, transferred, and immunoblotted with antisera recognizing CHD5 (HD5A-E day 77) or HSP90 (a loading control). Mouse brain nuclear extract is shown as a positive control. B) Neurons from E18 rats were cultured, infected with CHD5 lentivirus 1 or control lentivirus on day 1, and mRNA was harvested at day 5, 9 and 12. cDNA was synthesized, then quantified using Illumina microarrays. The number of genes that were upregulated (green) and downregulated (red) in a statistically significant manner was counted at days 5, 9, and 12. “All genes” is the sum of genes upregulated and dowregulated by inhibition of CHD5 protein. Microarray data are deposited in GEO (GSE27620).

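The limma calls of days 9 and 12 shared 307 probes, those of days 5 and 9 14 and those of days 5 and 12 13. Of the 955 probes called at any day, 11 were called at all 3 days, and each shared probe changed in the same direction. Across probes, the differences at days 9 and 12 had a Spearman rho of 0.62, those at days 5 and 9 0.41 and those at days 5 and 12 0.37, where probes are not independent replicates. With the arrays of day 9, day 12 or both split into other groups of 3, the absolute rho between these days reached 0.52. The change of the knockdown effect between days was tested as a contrast of its own. It was called for 0 probes between days 5 and 9 (809 at an unadjusted p under 0.05, smallest limma adjusted p 0.197), for 17 between days 5 and 12 and for 0 between days 9 and 12 (262 at an unadjusted p under 0.05, smallest limma adjusted p 0.994). Without the day 9 control array of replicate b, the 3 numbers were 69, 262 and 1. The significance criteria given in Methods S1 were also applied to the arrays of each day. They were met by 634 probes at day 5 (358 lower and 276 higher), 810 at day 9 (288 lower and 522 higher) and 1209 at day 12 (647 lower and 562 higher). Of these, 19, 578 and 590 were also called in the limma fit.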

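The annotation of the array assigns GO terms to 6855 of its probes, and these assignments served as the members of each term. Of the 11 GO terms that the text names, 8 had at least 3 genes among the 10797 gene symbols kept, with 1 probe per symbol. NEURON FATE COMMITMENT, NEURITE DEVELOPMENT and REGULATION OF PROGRESSION THROUGH CELL CYCLE had 0 probes in this annotation and could not be tested. The other terms held between 3 and 29 genes. Each was tested at each day with camera of limma at an inter-gene correlation of 0.01, with fry of limma, and with the Z score of PAGE. Of 24 tests, camera called 0 after adjustment and PAGE 0, and fry called 5. At an unadjusted p under 0.05, 7 passed in camera and 5 in PAGE.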

Among GO term gene sets, defects in expression of neuronal gene sets were prominent (Table S3). “NEURON FATE COMMITMENT” was significantly upregulated at day 12, “BEHAVIORAL FEAR RESPONSE” was downregulated at days 9 and 12; “NEGATIVE REGULATION OF NEURON DIFFERENTION” was upregulated at days 9 and 12, “SYNAPSE ORGANIZATION AND BIOGENESIS” was upregulated at day 12, “NEURON PROJECTION” was upregulated at days 5 and 9, while “NEURITE DEVELOPMENT”, “FOREBRAIN DEVELOPMENT”, and “DENDRITE” were upregulated at day 9. 

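BEHAVIORAL FEAR RESPONSE (5 genes) had a mean log2 difference of 0.22 at day 9 and 0.24 at day 12, with 5 of 5 genes higher at both days (PAGE Z 1.95 and 2.43, camera adjusted p 0.162 at both days, fry adjusted p 0.0175 and 0.0185). The mean of NEGATIVE REGULATION OF NEURON DIFFERENTIATION (5 genes) was -0.21 at day 9, with 5 of 5 genes lower, and -0.08 at day 12 (PAGE Z -1.90 and -0.74, fry adjusted p 0.00029 and 0.079). SYNAPSE ORGANIZATION AND BIOGENESIS (5 genes) had a mean of 0.09 at day 12 (PAGE Z 0.88), with 2 genes higher and 3 lower. For NEURON PROJECTION (18 genes) the mean was -0.06 at day 5 and 0.14 at day 9, with 7 and 12 genes higher (PAGE Z -1.60 and 2.30, fry adjusted p 0.16 and 0.0175). FOREBRAIN DEVELOPMENT (12 genes) had a mean of -0.10 at day 9 with 8 genes lower (PAGE Z -1.36) and -0.11 at day 5 with 9 genes lower (fry adjusted p 0.0175). None of these terms passed in camera at the days given (adjusted p 0.113 to 0.997 over all 24 tests).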

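CELL DIVISION (29 genes) had a mean log2 difference of -0.02 at day 12, with 15 genes higher and 14 lower (PAGE Z -0.40, camera adjusted p 0.805). At day 5 its mean was -0.08, with 19 genes lower (PAGE Z -2.88, camera adjusted p 0.113). CYCLIN-DEPENDENT PROTEIN KINASE ACTIVITY held 3 genes, with a mean of -0.08 at day 5 (3 of 3 lower, PAGE Z -0.94, camera adjusted p 0.551) and 0.11 at day 12 (2 of 3 higher, PAGE Z 0.84, camera adjusted p 0.611). A mean over 3 genes is set by each of them.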

Cell cycle defects were also evident: “CELL DIVISION” was significantly upregulated at day 12; “REGULATION OF PROGRESSION THROUGH CELL CYCLE” was downregulated days 5, 9, and 12; “CYCLIN DEPENDENT PROTEIN KINASE ACTIVITY” was downregulated at days 5 and 12. CHD5 had not been identified as part of any of these pathways prior to our work.

We validated selected expression changes using independent biological samples. Targets were considered validated by us when the initial microarray result (performed as a timecourse, in triplicate) was reproduced in at least 3 independent replicate experiments (also performed as timecourses in triplicate); any target that did not replicate in the experiment performed using a different shRNA reagent was considered a potential off-target result. We tested genes previously implicated in Alzheimer's disease through gene set enrichment analysis, and confirmed that App and ApoE were downregulated by a reduction in CHD5, suggesting CHD5 was activating their expression (Figure 6 and Table S4). CHD5 mRNA was also downregulated by the knockdown, while the highly homologous CHD3 and CHD4 were unaffected (data not shown). We next validated genes with known neuronal function including Vip, Npy, Maoa, Dlx1, Nrxn1, Fmr1, Dlx1, Nefl, and Nefm (Figure 6 and Table S4). Reduction in CHD5 expression reduced the amount of mRNA for these genes. For other neuronal genes (L1cam, Gabrd, Ampd3) CHD5 functioned as a repressor (Table S4). We confirmed CHD5 activation of expression of the transcription factors Nfia and Id2 (Figure 6 and Table S4). Nfia was previously identified as an activator of Ndrg2 expression in brain [60]; we verified Ndrg2 expression was reduced by CHD5 inhibition (Table S4), which may be mediated by loss of Nfia. Finally, we examined chromatin remodeling enzymes and other regulators, confirming expression increased for the SWI/SNF components Baf45b/Neud4, Baf53b/Actl6b and BAF 60a/Smarcd1, the histone methyltransferases Suv39h1 and Suv420h2 and the micro-RNA processing enzyme Dicer (Figure 6 and Table S4). Baf45b and Baf53b are both brain specific components of the SWI/SNF complex varaint nBAF, which is also restricted to brain [36], [38], [39]. The functions of nBAF include development of neurons after neuronal precursor formation and dendrite formation. 

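DENDRITE (24 genes in the annotation of the array) had a mean log2 difference of 0.09 at day 9, with 15 genes higher and 9 lower (PAGE Z 1.75, camera adjusted p 0.419, fry adjusted p 0.167). On the same arrays Baf45b, whose probe carries the symbol Neud4, was higher by 0.74 at day 9 (SE 0.17, limma adjusted p 0.0154, higher in 3 of 3 arrays). Its call was lost without CHD5 shRNA replicate a of that day (0.66, limma adjusted p 0.0805) and without replicate c (0.68, limma adjusted p 0.108), and under median centring (limma adjusted p 0.134). Baf53b, under the symbol Actl6b_predicted, was higher by 0.39 at day 9 (SE 0.14, limma adjusted p 0.111) and by 0.37 at day 12 (limma adjusted p 0.154), in 3 of 3 arrays at both days, and was not called. Without control replicate a of day 9 it was higher by 0.52 at that day (limma adjusted p 0.0217). At day 12 Baf53b was called under quantile normalization and under neqc (limma adjusted p 0.00339 and 0.00968). Array weights and the fit without the day 9 control array of replicate b called it there too (limma adjusted p 1.26e-05 and 0.00483).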

We found the GO term “DENDRITE” was upregulated at day 9 following inhibition of CHD5, consistent with our finding that CHD inhibition increased expression of the nBAF components Baf45b and Baf53b.

**Figure 6:**
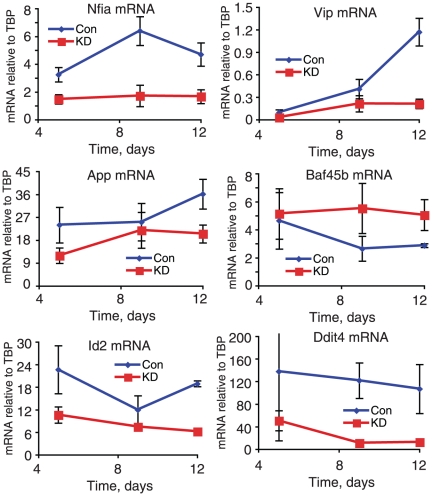
Depletion of CHD5 protein alters gene expression in primary rat neurons. Rat neurons were harvested and plated (D0), infected with CHD5 or control lentivirus 24 hours later (D1) and mRNA was harvested Day 5, 9, and 12. cDNA was synthesized, and quantified using quantitative PCR. mRNA amounts were normalized to the housekeeping gene TBP. “KD” indicates infection with CHD5 lentivirus, “Con” indicates infection with control lentivirus. Symbols indicate average values from 3 plates, while error bars indicate standard deviations. The absolute expression of these genes is quite different, so they are plotted to different scales.

We note that the effects of CHD5 depletion are most prominent at different times for different genes. We do not yet understand why this is. For genes such as Id2 and Nfia, CHD5 alters gene expression at the earliest time tested, while for other genes such as Vip and Baf45b, the effect of CHD5 depletion is not detected until later. We hypothesize that in these cases, CHD5 might be working with a pathway that is turned on after several days of culture. For example, CHD5 might activate Vip through a transcription factor that is repressed or inactive at day 5, and expressed/activated later, in which case CHD5 would have no detectable effect until the transcription factor recruiting CHD5 was functional.

### CHD5 binds target genes, suggesting direct regulation

As noted above, changes in gene expression caused by reduction in CHD5 protein could be the direct result of CHD5 function on these target genes. Alternatively, CHD5 function could be indirect, for example CHD5 might regulate expression of a regulator of a target gene. To distinguish these possibilities, we performed ChIP for CHD5 on cultured rat neurons. We found CHD5 binding to the CHD5 targets Nfia, Vip, App, Baf45b, and Ddit4 (Figure 7a). CHD5 binding was 2 to 10 fold greater than control IP at these target loci, while CHD5 binding was at background (similar to control IP) at other loci such as downstream of the Fos promoter (+13.4k). There was no simple correlation between CHD5 binding and H3K9,14 acetylation or H3K27me3 (Figure 7b and data not shown), suggesting it was unlikely these positive and negative marks served to recruit CHD5. We investigated sequences flanking the DDIT4 promoter to test our ChIP specificity; we found little if any CHD5 signal at several nearby loci (Figure 7c). We extended our ChIP to mouse brain; using an organ obtained from an animal, rather than cultured cells, we found CHD5 binding to the CHD5 promoter using 2 different primer sets (Figure 7d). Again, CHD5 signal was absent at flanking regions, confirming the specificity of our CHD5 ChIP in a second species.

**Figure 7:**
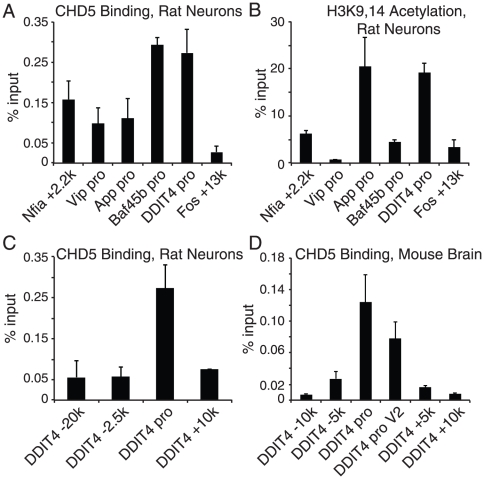
CHD5 protein binds to target genes in primary rat neurons and mouse brain. Neurons from rats were cultured; neurons and brain were crosslinked with formaldehyde, and analyzed by ChIP-Q-PCR with the indicated antibodies (for CHD5, antisera HD5A-A day 77 was used) as described in the methods. Fos +13.4k locus is one measure of background for CHD5 ChIP; we have not found CHD5 binding to this region. Another measure of background is ChIP with control IgG; the mean+standard deviation for all loci was approximately equal to 0.05 in rat primary neurons, similar to the signal we see at Fos +13.4k, and 0.02 in mouse brain. The gene name and the distance from the TSS are listed below. Data are shown as the averages and standard deviations of three experiments performed with independent preparations of primary rat neurons and mouse brains. A) CHD5 binding, primary rat neurons. B) H3K9,14 acetylation, (a mark associated with some active chromatin), primary rat neurons. C) CHD5 binding, primary rat neurons. D) CHD5 binding, mouse brain.

CHD5 has been identified as a tumor suppressor for neuroblastoma. However, little is known about the function of CHD5. We found CHD5 was a nuclear protein predominantly found in neurons. We found CHD5 was in a megadalton, NuRD-like complex containing HDAC2, p66ß, MTA3, RbAb46 and MBD3. CHD5 was present early in development and in adult brain, and CHD5 was expressed in several brain regions, implying CHD5 may play a broad role in brain development or function. CHD5 appears to regulate gene expression, as inhibition of CHD5 protein expression alters mRNA amounts of many genes. To our knowledge, this is the first report of gene regulation by CHD5 in neurons. A previous report of gene regulation by CHD5 was performed in fibroblasts, and did not determine whether CHD5 bound the target genes [4]. The regulation we observed may be direct in some cases, as CHD5 binding was found at a number of these target genes at promoters and distal sites. Using microarrays and pathway analysis, we found CHD5 regulated genes that were previously found to change expression in response to aging or Alzheimer's disease, suggesting CHD5 may play a broader role in human disease than currently recognized.

## Supporting Information

Figure S1 **CHD5 motifs and sequence homology.** A) The human protein sequences of the indicated ATPases were aligned using MacVector (Accelrys Inc.). The Mi2, SWI/SNF, ISWI, CHD1/2, and CHD6-9 subfamilies are indicated. CHD5 and Mi2 subfamily are marked in red. B) Motifs from representative ATPase family members were identified using PROSITE [61]. The ATPases and domains are drawn to the same scale; increasing length corresponds to more amino acids. The N terminus of each protein is at the left. PhD domains are in red, chromo domains are in blue, ATPase domains are in green, and other domains not found in the Mi2 subfamily are shown in black. Ab1 indicates region targeted by antisera HD5A-E, and Ab2 indicates region targeted by antisera HD5A-A.
(EPS) Click here for additional data file.

Figure S2 **CHD5 is capable of binding HDAC1.** HeLa cells were transfected with human CHD5 cDNA (shown) or control (not shown). Extracts were immunoprecipitated with the indicated antisera, analyzed by SDS-PAGE, transferred, and detecting by immunoblotting with the indicated antisera. Note that CHD5 IP does not enrich for CHD4, suggesting these proteins are not associated, and CHD5 antisera does not cross-react with CHD4.
(EPS) Click here for additional data file.

Table S1 **Peptide sequence from CHD5 and associated proteins.** Table S1a- CHD5 Peptides. Table S1b- HDAC2 Peptides. Table S1c- Gatad2b/p66ß Peptides. Table S1d- MTA3 peptides.
(DOCX) Click here for additional data file.

Table S2 **Gene sets altered in a statistically significant manner by CHD5 inhibition.** The columns “Pathway Name” and “Annotation” list gene sets from the molecular signature database. Z scores for changes in the gene set are listed in the following columns. “D12KD_D12C” compares gene set expression after treatment with CHD5 shRNA lentivirus to contol, at day 12. Negative Z scores indicate expression of the gene sets are reduced, and thus CHD5 is formally an activator, while positive Z scores indicate expression of the gene sets are increased, and thus CHD5 formally represses them. “D9KD_D9C” and “D5KD_D5C” measure the effect of CHD5 depletion at earlier times. “D12C_D5C” and “D9C_D5C” compare the change in gene set expression in control cells at day 12 and day 9 relative to day 5.
(XLS) Click here for additional data file.

Table S3 **GO term gene sets altered in a statistically significant manner by CHD5 inhibition.** The columns “Gene Ontology Term” and “Annotation” list gene sets from the molecular signature database. Z scores for changes in the gene set are listed in the following columns. “D12KD_D12C” compares gene set expression after treatment with CHD5 shRNA lentivirus to contol, at day 12. Negative Z scores indicate expression of the gene sets are reduced, and thus CHD5 is formally an activator, while positive Z scores indicate expression of the gene sets are increased, and thus CHD5 formally represses them. “D9KD_D9C” and “D5KD_D5C” measure the effect of CHD5 depletion at earlier times. “D12C_D5C” and “D9C_D5C” compare the change in gene set expression in control cells at day 12 and day 9 relative to day 5.
(XLS) Click here for additional data file.

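Of the genes listed in Table S4 with either function and with an unambiguous symbol, 27 had a probe that was kept. In the limma fit, 17 of the 27 were called in the listed direction at 1 or more days, 1 was called only in the opposite direction and 9 were not called. Adjusted over the list alone, 20 were called in the listed direction and 2 only in the opposite one, which is not independent evidence since the study chose the list on these arrays. Of the activators, 9 of 18 were called lower, and of the repressors 8 of 9 were called higher. The tally moved most with median centring of the arrays, where 5 genes were called in the listed direction. It was 10 without CHD5 shRNA replicate c of day 9, 11 without CHD5 shRNA replicate a of day 9, and 20 without the day 9 control array of replicate b. Npy fell by 0.69 at day 9 (SE 0.12) and by 0.78 at day 12 (limma adjusted p 0.000762), Nfia fell by 0.87 (SE 0.21, limma adjusted p 0.0219) and later fell by 1.09 (limma adjusted p 0.0049), and Id2 fell by 0.63 at day 9 (SE 0.14, limma adjusted p 0.0155). Under median centring Npy fell by 0.30 at day 9 (limma adjusted p 0.666) and by 0.85 at day 12 (limma adjusted p 0.115) and was not called. The calls of Nfia at days 9 and 12 (limma adjusted p 0.357 and 0.117), Id2 at day 9 (limma adjusted p 0.799), Suv39h1 at day 9 (limma adjusted p 0.095), L1cam at days 9 and 12 (limma adjusted p 0.26 and 0.165) and Grin1 at day 9 (limma adjusted p 0.17) were lost there too. At day 9, Nfia was not called without control replicate c (limma adjusted p 0.0798), CHD5 shRNA replicate a (limma adjusted p 0.0825) or CHD5 shRNA replicate c (limma adjusted p 0.144), and Id2 not without CHD5 shRNA replicate a (limma adjusted p 0.0697) or c (limma adjusted p 0.112). Suv39h1 was higher by 0.96 at day 9 (SE 0.20, limma adjusted p 0.00905), and not called without CHD5 shRNA replicate c (0.94, limma adjusted p 0.0593). L1cam was higher by 0.53 at day 9 (limma adjusted p 0.0259) and by 0.58 at day 12 (limma adjusted p 0.0151). Each of its calls was lost in some fits with 1 array less, the day 9 call without control replicate c or CHD5 shRNA replicates a or c and the day 12 call without control replicates a or c or CHD5 shRNA replicates b or c (limma adjusted p 0.0525 to 0.19). The day 9 call was also lost with detection on all 3 arrays of a group (limma adjusted p 0.0512). Ampd3, listed as repressed, fell by 0.58 at day 9 (SE 0.13, limma adjusted p 0.018) and by 0.78 at day 12 (limma adjusted p 0.00179), and at day 9 was not called without control replicate c (limma adjusted p 0.0584) or CHD5 shRNA replicate c (limma adjusted p 0.13). The genes not called at any day include Fos, App, Vip, Nefm, Nefl, Fmr1, Maoa and Dlx1. Fos, listed as activated, was higher by 0.87 at day 9 in 3 of 3 arrays (limma adjusted p 0.123). Adjusted over the list alone, it was called in the opposite direction. Without the day 9 control array of replicate b, Vip fell by 1.07 (limma adjusted p 0.00595) and Dlx1 by 0.74 (limma adjusted p 0.00162) at day 9. Grin1, listed with both functions, changed by -0.24 at day 5 (limma adjusted p 0.941) and was higher by 0.53 at day 9 (limma adjusted p 0.0173), which was not called without CHD5 shRNA replicate a (limma adjusted p 0.0827) or c (limma adjusted p 0.114) of day 9.

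**Figure D2:**
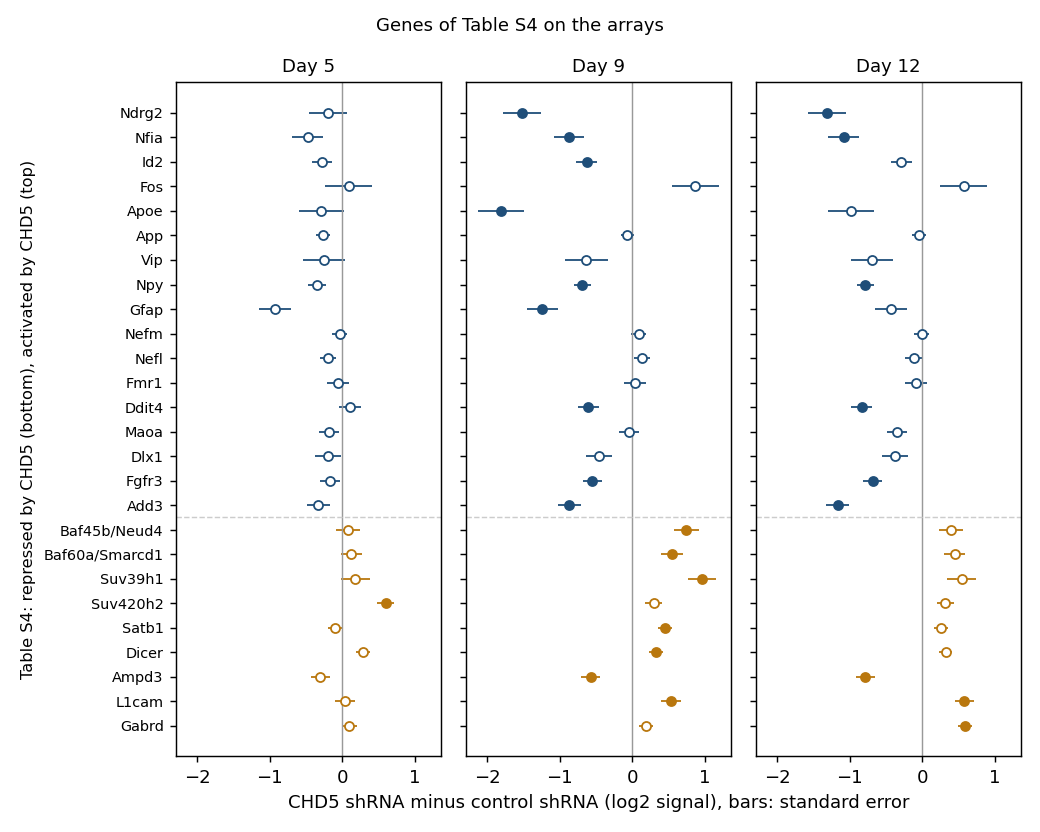
log2 difference between CHD5 shRNA and control arrays of genes of Table S4 at days 5, 9 and 12, with standard errors as bars and called genes as filled points. Ampd3 fell by 0.58 at day 9 and by 0.78 at day 12, below the line of no difference.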

Table S4 **Summary of CHD5 targets validated by Q-RT-PCR.** The column “Target of CHD5” lists genes identified as CHD5 targets using microarray analysis. The column “CHD5 Function” lists the result validated in at least 3 independent experiments. “Activator” indicates expression was reduced following CHD5 depletion for at least one time window, “Repressor” indicates expression was increased following depletion, while Activator/Repressor indicates both, at different times. “CHD5 Binding” indicates measurement by ChIP; Yes indicates binding above control IP and control locus. “Region(s) indicate where binding was (or was not) observed. “Gene Sets” indicates, for the gen in that row, the gene sets from Table S2 this gene is found.
(XLS) Click here for additional data file.

Table S5 **Sequences.** 5A) Primers for measuring mRNA amounts using Q-RT-PCR. 5B) Mouse primers. 5C) Rat primers. 5D) Primers for detecting proteins in rat chromatin using ChIP. 5E) Sequences and names for pLKO.1 lentivirus shRNA constructs. 5F) Primers for expressing hCHD5 fragments to raise antisera.
(DOCX) Click here for additional data file.

Methods S1 **Production of CHD5 antisera, characterization of CHD5 antisera specificity, isolation of mouse brain nuclear extracts, measurement of mRNA from mouse and human organs, Illumina BeadChip analysis, and Pathway analysis are described.** Additional references are provided.
(DOCX) Click here for additional data file.

# Supplementary material for: CHD5, a Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression of Neuronal Genes
**Source:** PLoS One. 2011 Sep 13;6(9):e24515. doi: 10.1371/journal.pone.0024515
**Supplement:** Table S1 — Peptide sequence from CHD5 and associated proteins. Table S1a- CHD5 Peptides. Table S1b- HDAC2 Peptides. Table S1c- Gatad2b/p66ß Peptides. Table S1d- MTA3 peptides.

Table S1a- CHD5 Peptides:

Summary:

CHD5- 10 peptides total

CHD5 only- 4 peptides

CHD5 and (CHD4 and/or CHD3)- 6 peptides

(CHD4 and/or CHD3), not CHD5- none

Run 1

VGGNIEVLGFNAR (CHD5, CHD4)

Run 2

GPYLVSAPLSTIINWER (CHD5)

TVQTIVFLYSLYK (CHD5)

ENEFSFEDNAIR (CHD5, CHD4)

VGGNIEVLGFNAR (CHD5, CHD4)

LLEQALVIEEQLR (CHD5, CHD4, CHD3)

Run 3

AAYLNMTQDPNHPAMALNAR (CHD5)

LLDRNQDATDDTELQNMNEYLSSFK (CHD5)

HHYEQQQEDLAR (CHD5, CHD4, CHD3)

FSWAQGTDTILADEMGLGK (CHD5, CHD4, CHD3)

Table S1b- HDAC2 Peptides:

Summary

HDAC2- 9 total

HDAC2 only- 2 peptides

HDAC2 and HDAC1- 7 peptides

HDAC1, not HDAC2- none

Run 1

SIRPDNMSEYSK(HDAC2, HDAC1)

YGEYFPGTGDLR (HDAC2, HDAC1)

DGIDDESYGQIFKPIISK (HDAC2, HDAC1)

MTHNLLLNYGLYR (HDAC2, HDAC1)

Run 2

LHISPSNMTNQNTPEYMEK (HDAC2)

YHSDEYIK (HDAC2)

SIRPDNMSEYSK (HDAC2, HDAC1)

YGEYFPGTGDLR (HDAC2, HDAC1)

MTHNLLLNYGLYRK (HDAC2, HDAC1)

Table S1c- Gatad2b/p66β Peptides:

Summary

Gatad2b/p66β- 18 peptides total

Gatad2b/p66β only- 18 peptides

Gatad2a/p66α, exact match- none

Run 1

ALQQEQEIEQR (Gatad2b/p66β)

VIAPNPAQLQGQR (Gatad2b/p66β)

SLDPADERDDVLAK (Gatad2b/p66β)

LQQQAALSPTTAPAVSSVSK (Gatad2b/p66β)

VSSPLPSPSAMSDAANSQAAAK (Gatad2b/p66β)

DLANLEVPHELPTK (Gatad2b/p66β)

Run 2

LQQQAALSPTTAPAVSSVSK (Gatad2b/p66β)

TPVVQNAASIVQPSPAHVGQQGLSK (Gatad2b/p66β)

Run 3

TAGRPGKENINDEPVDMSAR (Gatad2b/p66β)

SLDPADERDDVLAK (Gatad2b/p66β)

QLRDELRLEEAR (Gatad2b/p66β)

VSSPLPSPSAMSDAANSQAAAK (Gatad2b/p66β)

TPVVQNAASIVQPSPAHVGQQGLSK (Gatad2b/p66β)

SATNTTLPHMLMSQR (Gatad2b/p66β)

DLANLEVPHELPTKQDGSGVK (Gatad2b/p66β)

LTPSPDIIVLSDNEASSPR (Gatad2b/p66β)

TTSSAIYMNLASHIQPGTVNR (Gatad2b/p66β)

ALQQEQEIEQR (Gatad2b/p66β)

Table S1d- MTA3 peptides:

Summary

MTA3- 6 peptides total

MTA3 only- 4 peptides

MTA3 and MTA1- 2 peptides

MTA1, MTA2, not MTA3- none

Run 1

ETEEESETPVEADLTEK (MTA3)

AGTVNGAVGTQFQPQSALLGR (MTA3)

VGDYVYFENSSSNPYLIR (MTA3, MTA1)

DITLFHAMDTLYR (MTA3)

Run 2

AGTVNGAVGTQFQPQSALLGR (MTA3)

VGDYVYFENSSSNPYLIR (MTA3, MTA1)

# Supplementary material for: CHD5, a Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression of Neuronal Genes
**Source:** PLoS One. 2011 Sep 13;6(9):e24515. doi: 10.1371/journal.pone.0024515
**Supplement:** Table S5 — Sequences. 5A) Primers for measuring mRNA amounts using Q-RT-PCR. 5B) Mouse primers. 5C) Rat primers. 5D) Primers for detecting proteins in rat chromatin using ChIP. 5E) Sequences and names for pLKO.1 lentivirus shRNA constructs. 5F) Primers for expressing hCHD5 fragments to raise antisera.

Table S5. Sequences.

5A) Primers for measuring mRNA amounts using Q-RT-PCR.

Human primers

| Gene | Name | Primer 1 | Primer 2 |
| --- | --- | --- | --- |
| CHD5 | MP 1249 | CCTGAAAAAGTGCTGCAACCA | TTGACCAGGGAGCTTCCATC |
| TBP | MP 984 | GCCCGAAACGCCGAATAT | CGTGGCTCTCTTATCCTCATGA |

5B) Mouse primers

| Gene | Name | Primer 1 | Primer 2 |
| --- | --- | --- | --- |
| Chd5 | MP 1049 | GCCCGCGCTGTACATGTC | CAGTGTAGGATCCGCTGAACTTT |
| Snf2H | MP 620 | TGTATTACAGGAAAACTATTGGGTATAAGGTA | TTAGGTAGATCAGGACTCCGAGGTA |
| Brg1 | MP 670 | TCAACGGGCCTTTCCTCA | CCCAGTTTGACAGTGTCGAGAG |
| Brm | MP 777 | CGCCATCATTGATACTGTGATAAAC | TGGAAGGTAACTGAATGAAGACTTCA |
| Chd1 | MP 1107 | TCGCCCCTGCCTTCAGA | GAGCATCGGACACTACAGACTTTTT |
| Chd2 | MP 1108 | TCCTGGCCGAGTACCTGACTAT | CATCCAGGCGCTGGAAAG |
| Chd3 | MP 1109 | GGAGGACTACCACACACTTACCAATT | GACATCGGGATCTTAGGATTCTTC |
| Chd4 | MP 1110 | CTCCTTTGAAGACAATGCCATTC | ATGGTGATCAACTCATAGGATGTCA |
| Chd7 | MP 1050 | CAGAGATTGAGGATGACCTTTTTAATC | GTGCTACGTGCAAAGTCCATTATC |
| Tbp | MP 935 | CTTCGTGCAAGAAATGCTGAATAT | TGTCCGTGGCTCTCTTATTCTCA |

5C) Rat primers

| Gene | Name | Primer 1 | Primer 2 |
| --- | --- | --- | --- |
| Chd5 | MP 1539 | AGAAGGGTTCCTCGAGCGA | TGTCCAAATCTGAGTCCTCCG |
| Tbp | MP 1528 | CTTCGTGCCAGAAATGCTGA | GATGACTGCAGCAAACCGC |
| Ndrg2 | MP 1765 | GGGCACCTGTGTTTCCTCTG | CAAGCTGGTCCTGAGATGGG |
| Nfia | MP 1764 | AGCAGCCTGGGCCTTATTTC | CCTGAGGGTGGTAACGGATG |
| ID2 | MP 1768 | GAAAGCCTTCAGTCCGGTGA | TGGTCCGACAGGCTGTTTTT |
| Fos | MP 1542 | CCTTCTCCAGCATGGGCTC | GATCTGCGCAAAAGTCCTGTG |
| Baf45b/Neud4 | MP 1766 | CCCGAGGCACAGAGGAAAC | GACAGTGCCATCTGGTGCTTT |
| Baf 60a | MP 1776 | GGAAGCTGCGGATTTTCATTT | CATCCGACTTAGCCGGATTG |
| Suv39h1 | MP 1783 | GAGTTGGTGAGGGCATCACC | GGCACTCACAGCCAACAGC |
| Suv420h2 | MP 1782 | GCCACCAGCCTTGTTCTTGA | CATCTTATGGGTGCGGAAGC |
| Satb1 | MP 1795 | GTTTTACAAACTGCTTGGCGG | ACCCAACAATCCTTGACGCT |
| Dicer | MP 1796 | GTTTAGCCCAGCGGAGAGAA | TCCACGGTGACTCTGACCTTC |
| APOE | MP 1762 | CAGACGCTTTCTGACCAGGTC | TGTGACTTGGGAGCTCTGCA |
| APP | MP 1709 | CTACGAGCGCATGAACCAGTC | ACGGCAGGGACGTTGTAGAG |
| VIP | MP 1789 | GAAAGACCCAAGGAGGCACC | GGAACTGAGGCTTGCTTCTGG |
| NPY | MP 1700 | CCCGCCATGATGCTAGGTAA | GAGGGTCAGTCCACACAGCC |
| GFAP | MP 1533 | GGAACATCGTGGTAAAGACGG | CCTTAATGACCTCGCCATCC |
| Grin1/NMDAr1 | MP 1772 | GGCTTCACAGAAGTGCGATCT | GAGCGGAAGAACAGCTCACC |
| Adora2 | MP 1692 | GGCTCAGGTCCCATGAGAGA | GGTTCAGGTCCATGGCTTGA |
| NEFM | MP 1697 | CACATCACCGTAGAGCGCAA | CGCCGTGGAGATGTCTGTCT |
| NEFL | MP 1698 | GAAGGCGAAGAAACCAGGCT | GCTGGTTATGCTACCCACGC |
| FMR1 | MP 1541 | TCAGCTGGTAATTTTGTCCATCA | ATGTGGGCTCGCTTTGAGG |
| Nrxn1 | MP 1857 | TGACCGACCCAGTACACGAG | ACAGTGCTAAACCCGATGGC |
| DDIT4 | MP 1865 | TGGCATCAGTTCGCTCACC | GATTGCGGACAAGAGCGATC |
| MAOA | MP 1860 | GTAGTCGTGATTGGAGGCGG | CAACAGTTTGGCAGCAGCC |
| Ampd3 | MP 1866 | AACGCTTGCTGGTCGGTTTA | GGAATTGGCGAGGCATCTC |
| Dlx1 | MP 1864 | ATCCCCGGTGATTATGCAAG | CATGAGCTGGTGGAGCTGATT |
| L1CAM | MP 1858 | ACACGAGGCACCCTATTCTGG | AAGCTGTTGTTGCCTTCGATG |
| GABRD | MP 1862 | GTGGCTCCCTGACACCTTCA | TCATGGAACCAGGCAGACTTG |
| FGFr3 | MP 1863 | CGACCGGAGCGTATGGATAA | AGTGTTTGCAGCTGGCACAG |
| Add3 | MP 1867 | GCTGGTTCTGTCTGAGCGTG | AGTGAGGTCTACGGCGACGT |
| Chd3 | MP 1780 | GTTCATGCGCCATCTGTGC | CGCAAAGGTTTCAGAGCCAT |
| Chd4 | MP 1781 | TGCTTCTTGCTTTCCACTCGA | AGTGGCCAGATTGATCCCAA |
| Baf53b/Actl6b | MP 1767 | GTCATGTCGCCCCTCAAGAA | TCGGAAGCACTCCCAGTCC |

5D) Primers for detecting proteins in rat chromatin using ChIP.

| Gene | Location | Name | Primer 1 | Primer 2 |
| --- | --- | --- | --- | --- |
| Ndrg2 | +1.8k | MP 1890 | TCGCTGCCACCTTCACTTG | GAGCCTGAACTAGGGCGGAC |
| Nfia | +2.2k | MP 1906 | CTGCTGAAAGGATCGCAACTT | TGCCTGGTGTGCTTGAAAGA |
| Nfia | +34k | MP 1907 | TGTGGGAACATTCACTTGAGAAGA | TTGGCCATAAAGCTGCAGAA |
| Nfia | +102k | MP 1891 | GCTTCTGTCACCTCCCCCAT | AAGCGGGAAAGTGACTGGC |
| Id2 | -96k | MP 1887 | GAGCCTACCCACAGCATCCTC | TCTCGTTCCTGGAACCGTCT |
| Id2 | -29k | MP 1903 | CCATGTCAATCCCCGAGTAGA | CATTCAGCCCACTGCTGTGT |
| Id2 | -3k | MP 1888 | TGCAGCCTCTGCACGTCTTA | TCTTCCTTCTTCCCCCAAATC |
| Fos | -1.5k | MP 1496 | AGGGCAGGTTTGTGGTTCTG | AGCGGATGGATCTTCAGGG |
| Baf45b | Pro | MP 1755 | CCTGATTGGTTGAGATCCTCG | CCATCCATTCATTCCCGG |
| Baf45b | +7.3k | MP 1900 | CAGTCGAGCTTCCGGATGTT | AGCTCTGCAGTGGGACCCTA |
| Baf60a | Pro | MP 1878 | CCCGGCACTTCTTTATCAGC | GCCAGGAGGGAGCACCATA |
| Satb1 | -75k | MP 1894 | AGGAAGGACGCACATCGTG | GGCGGAAGTCACCACAACTT |
| Dicer | Pro | MP 1882 | TGAAAGCCGTCCTGTGATTG | CGGGATTAACCTTTCACCTCC |
| Apoe | Pro | MP 1855 | CAACTCCTTAGCCTCCGGG | AATTGGACAGGTCTGGGATCC |
| App | -154k (v) | MP 1899 | TACAGATGGCTAGCAGCCCC | GGACACCTCTGCAGCTGGTC |
| App | Pro | MP 1856 | CAGCATCGTGATCCTGCGT | TCTTCCACTTGCACACGGAG |
| Vip | Pro | MP 1897 | CTGTGACGTCTTTCGAGGAGC | GGCTTGTGCTTAGGGCTGAG |
| Npy | -96k | MP 1910 | AGGACGCTTCTGAGAGTGGG | CCCTTCACATGAGCATTGCA |
| Npy | Pro | MP 1851 | AAAAGCCCGTTGGCGAC | AGGAATGAGCTCCACCGGT |
| Gfap | Pro | MP 1885 | CTCCATCTTGCCCTGCTTCT | CAATAAAGGCCCTGACATCCC |
| Grin1 | Pro | MP 1886 | GAGGTGCTGAAGCGTGTTTG | TGTCCTTTCCGCCTTTTCC |
| Adora2 | +0.5k | MP 1874 | ACCGGAAGGTGCCTAAGGG | CCTGCCTTACTCGAACCCC |
| Adora2 | +3.3k | MP 1875 | CCTCCAGAGAGCTGCAGAGAA | GACAGGATGTGGGCAGGAAG |
| Nefm | Exon 1 | MP 1490 | GCCTTCTCGTGATTCACCATC | ACCAGGAGATCCGAGAGCTG |
| Nefl | -40.5k (v) | MP 1904 | CTTGGTCCTCTCTCCAGGCC | CCTCGGTTCAATTTGCTGGT |
| Nefl | Pro | MP 1746 | AATAGAGGTGGCAGGACAGCC | GAAAGGGAAGGATGGATGGC |
| Fmr1 | Pro | MP 1518 | CTCAGTCAGTCTTGCGCTGG | CCCCTCACCGGAAGTGAAA |
| Nrxn1 | +242k | Mp 1911 | GGGAAGCCACACAGGAACC | CTCATTCTTCCCCCAGCAAG |
| Nrxn1 | +1253k | MP 1913 | CCACCCATTGTCTCCACTCC | GATGTCCAGATGGGATTGGC |
| Ddit4 | -20k (v) | MP 1879 | CCGCAGGGTAAGTTCAGAGC | CCTGTGGGTGAGCTGAGAACA |
| Ddit4 | -11k | MP 1880 | TGGGTGGGAGTACTGCACTG | CTCAAATGTGGGAGGAGGGA |
| Ddit4 | -2.5k | MP 2037 | GGAGACACAGTTAATGACAGCTGC | CCAGAAGCAAACACGGCACT |
| Ddit4 | Pro | MP 1881 | GGACACTCACCAGCTAGCGC | AGATCGCTCTTGTCCGCAAT |
| Ddit4 | +10k | MP 2049 | TTGGTTCTCTGTGCCCTTGTT | CACCCAGACCAGAAGCTTGG |
| Maoa | Pro | MP 1889 | AACATGTGGCCTGCGAGATT | CACCCAAACCATGACGGATC |
| Dlx1 | -12k | MP 1902 | GGCGCTCTTGCATTTTAACAA | TCTCTGCCCCCTTCGACTG |
| Dlx1 | Pro | MP 1883 | TGAGCTAGGCACAGGACGCT | ACAACCCAGGTAGCCTGCAG |
| Fgfr3 | Pro | MP 1884 | AGGCTCGGAAGTAACTCCAGC | TGCGTGCTAGTGTTCTGCGT |

5E) sequences and names for pLKO.1 lentivirus shRNA constructs.

| Name | Primer |
| --- | --- |
| MP 1685a | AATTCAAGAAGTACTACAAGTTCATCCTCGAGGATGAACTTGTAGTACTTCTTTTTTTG |
| MP 1685b | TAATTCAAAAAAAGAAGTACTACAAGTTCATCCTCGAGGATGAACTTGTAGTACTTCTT |
| MP 1686a | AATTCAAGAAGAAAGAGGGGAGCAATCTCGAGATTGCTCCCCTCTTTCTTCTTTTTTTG |
| MP 1686b | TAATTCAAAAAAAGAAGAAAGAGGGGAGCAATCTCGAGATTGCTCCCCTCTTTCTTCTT |
| MP 1687a | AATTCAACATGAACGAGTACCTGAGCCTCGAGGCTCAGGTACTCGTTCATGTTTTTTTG |
| MP 1687b | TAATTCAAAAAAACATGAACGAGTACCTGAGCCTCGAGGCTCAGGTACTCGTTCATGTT |
| MP 1688a | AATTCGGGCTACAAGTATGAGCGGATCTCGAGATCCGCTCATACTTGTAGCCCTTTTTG |
| MP 1688b | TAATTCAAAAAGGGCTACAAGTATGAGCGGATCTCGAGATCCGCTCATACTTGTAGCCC |
| MP 1689a | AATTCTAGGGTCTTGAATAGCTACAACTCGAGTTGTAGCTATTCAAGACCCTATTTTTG |
| MP 1689b | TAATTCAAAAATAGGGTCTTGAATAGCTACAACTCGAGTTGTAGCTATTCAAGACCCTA |
| MP 1690a | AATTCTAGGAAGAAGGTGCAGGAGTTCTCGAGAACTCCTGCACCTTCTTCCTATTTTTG |
| MP 1690b | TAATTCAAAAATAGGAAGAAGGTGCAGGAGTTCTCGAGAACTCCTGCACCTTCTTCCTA |
| MP 1691a | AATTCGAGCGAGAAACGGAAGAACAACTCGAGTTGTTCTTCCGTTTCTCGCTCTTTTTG |
| MP 1691b | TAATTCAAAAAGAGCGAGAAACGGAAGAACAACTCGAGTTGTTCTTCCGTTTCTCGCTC |

5F) Primers for expressing hCHD5 fragments to raise antisera

| Name | Fragment | Primer |
| --- | --- | --- |
| MP 1051a | Chd5 1-84 | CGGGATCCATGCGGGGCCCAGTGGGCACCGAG |
| MP 1051b | Chd5 1-84 | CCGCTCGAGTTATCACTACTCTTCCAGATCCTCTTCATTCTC |
| MP 1052a | Chd5 251-336 | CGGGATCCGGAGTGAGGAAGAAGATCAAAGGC |
| MP 1052b | Chd5 251-336 | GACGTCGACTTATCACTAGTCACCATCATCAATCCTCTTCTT |

5G) Primers for detecting proteins in rat chromatin using ChIP

| Gene | Location | Name | Primer 1 | Primer 2 |
| --- | --- | --- | --- | --- |
| Ddit4 | -10k | MP 2051 | TGTGTAGCCCTGGGTGTCCT | CGAGGCCAGTCTGGTCTACAG |
| Ddit4 | -5k | MP 2050 | AGTTGGAGCACAGCATCCCT | TGCTGAGGTTGATTGGTTGC |
| Ddit4 | Pro | MP 1881 | GGACACTCACCAGCTAGCGC | AGATCGCTCTTGTCCGCAAT |
| Ddit4 | Pro V2 | MP 2054 | TCAGCCAATAGGCACCGG | TCACCAGGCAGGAGAGAACG |
| Ddit4 | +5k | MP 2052 | CCTCTGCACTTTCTCCTCACG | GGCTCAGGGAACACTAGGGC |
| Ddit4 | +10k | MP 2053 | CCGACCCCATTACAGATGGTT | TCAATTCCCAGCGACCACAT |

# Supplementary material for: CHD5, a Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression of Neuronal Genes
**Source:** PLoS One. 2011 Sep 13;6(9):e24515. doi: 10.1371/journal.pone.0024515
**Supplement:** Methods S1 — Production of CHD5 antisera, characterization of CHD5 antisera specificity, isolation of mouse brain nuclear extracts, measurement of mRNA from mouse and human organs, Illumina BeadChip analysis, and Pathway analysis are described. Additional references are provided.

**CHD5, A Brain-Specific Paralog of Mi2 Chromatin Remodeling Enzymes, Regulates Expression Of Neuronal Genes.**

Rebecca Casaday Potts^1,4^, Peisu Zhang^2^, Andrea L. Wurster^1^, Patricia Precht^1^, Mohamed R. Mughal^2^, William H. Wood III^3^, Yonqing Zhang^3^, Kevin G. Becker^3^, Mark P. Mattson^2^ and Michael J. Pazin^1,5^

National Institute on Aging Intramural Research Program, National Institutes of Health

**Supplementary material**

Contents:

Supplementary methods

Supplementary reference

**SUPPLEMENTARY METHODS**

**CHD5 Antisera**. CHD5 antisera were raised against human CHD5 sequence as modified from [[1](#_ENREF_1)]. We chose regions of CHD5 that were hydrophillic with high surface probability (identified using MacVector, Accelrys Inc.), conserved among species (human, mouse, rat), but not homologous to the closely related Mi2 proteins CHD3 and CHD4. The selected regions were CHD5 amino acids 1-84 and 251-336, with respect to the human sequence, using the primers in Table S5F. Phusion polymerase (NEB) was used to amplify regions of CHD5 from human brain cDNA (human total RNA, Ambion 6000). CHD5 fragment 1-84 was cloned into pHM6-SPIRC vector BamHI/XhoI, CHD5 fragment 251-336 was cloned into pMALC2X vector BamHI/SalI. Maltose-Binding Protein fusion proteins were expressed in Rosetta 2 cells (Novagen); induced with 0.1M IPTG for 3 hours. MBP-fusion proteins were purified using Amylose resin (NEB) and eluted with 10mM maltose, according to the manufacturer’s instructions, and dialyzed against PBS. Josmann Antibody Company immunized rabbits with the purified fusion proteins. Antisera were screened by expressing the CHD5 fragments in 293 cells, which did not contain endogenous CHD5 protein. Antisera HD5A-A day 77 (immunogen: CHD5 amino acids 1-84) was used for ChIP, IP and immunofluoresence. Antisera HD5A-E (immunogen: CHD5 251-336) was used for immunoblotting.

**Antibody specificity**. We demonstrate 1) our antisera do not produce a signal when CHD5 is absent, thus the background is low; 2) our antisera do produce a signal when CHD5 is present, thus they recognize CHD5; 3) our antisera do not recognize the very similar, ubiquitous proteins CHD4 and CHD3, thus they are specific. Antisera HD5A-A day 77 (immunogen: CHD5 amino acids 1-84) was used for ChIP, IP and immunofluoresence. No signal was detected by immunofluorescence using the cell line SH-SY5Y, a cell with a neuronal phenotype but lacking CHD5 expression (Fig 2B); essentially the same antibody control was published previously [[2](#_ENREF_2)]. After transfection with CHD5 cDNA, robust signal was detected (Fig 2B). Staining of brain sections and primary neuronal cultures was nuclear and brain specific (Fig 3); rare glial cells in the primary neuronal cultures were unstained. This antisera immunopurified an endogenous protein of the correct size, with high purity from mouse brain (Fig 4A). Protein sequencing of the proteins purified from mouse brain revealed CHD5 was present (Table S1A), but the paralogs CHD3 and CHD4 were not purified by this antisera (Table S1A), though they are expressed at similar levels in brain (Fig 1B). Protein immunopurified with this antisera was recognized in immunoblots by CHD5- specific antisera (Fig 4B, S2).

Antisera HD5A-E day 77 (immunogen: CHD5 251-336) was used for immunoblotting. Immunblotting revealed this antisera reacted with a protein of the expected size (250 kD) in expected cell types, but not in non-expressing cells (including SH-SY5Y), even though expression of the paralogs CHD4 and CHD3 was robust (Fig 2A, 5A, and data not shown). Knockdown of CHD5 reduced CHD5 mRNA and CHD5 protein detected in primary neurons (Fig 5A). Immunobloting of immunoprecipitates of CHD5 or proteins associated with CHD5 revealed a protein of the expected size (Fig 4B, S2). Immunoblotting of size-fractionated nuclear extracts revealed a 250 kD CHD5 band in a megadalton complex, similar to what has been observed for the paralog CHD4.

**Mouse Brain Nuclear Extracts**. Fresh brains from mice were used, as frozen tissue appear to have degraded remodeling ATPase proteins. Fresh brains were harvested from mice, placed in PBS in Petri dishes on ice, rinsed, transferred to another Petri dish, and minced with a razor blade. The minced brain was transferred to a Dounce using Buffer A (10mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10mM KCl) +PMSF, Aprotinin, Leupeptin. Buffer A + protease inhibitors was added to about 5x the volume of the settled sample. After incubation for 10 minutes, 4°C, the sample was Dounce homogenized with the loose pestle for 10 strokes. Nuclei were collected by centrifugation (5 minutes, 400xg, 4°C), resuspended and washed with 10x the pellet volume Buffer A+ protease inhibitors. Nuclei were washed 2 more times as above, except the brake was not used for the last centrifugation. The nuclei were resuspended with one packed nuclear volume of Buffer C (20mM HEPES, pH 7.0, 25% glycerol, 0.42M NaCl, 1.5mM MgCl_2_, 0.2mM EDTA) + PMSF, Aprotinin, Leupeptin. (Resuspend by pipet; observe the nuclei to make sure they have not become viscous as this an indication that the nuclei have lysed.) Nuclei were extracted 30 minutes at 4°C, on a rotator. Extract was separated by centrifugation at 15,000xg for 15 minutes at 4°C. The pellet was extracted a second time, and the extracts were pooled. Nuclear extract was flash-frozen in liquid nitrogen, and stored at -80˚C. Nuclear extract was thawed on ice and clarified by ultracentrifuge 100,000xg (34,000 RPM) 4˚C twice for 10 minutes using TL55 swinging bucket rotor and thick-walled tubes.

**CHD5 mRNA in measurement from mouse and human organs**. cDNA was synthesized from RNA of human and mouse tissues (Human Total RNA, Ambion 6000 or Mouse Total RNA, Ambion 7800) using Iscript (BioRad). The cDNA was diluted with water, and real time PCR was used to determine levels of CHD5 expression compared to a housekeeping gene. Primers are listed in Tables S5A and S5B.

**Illunima oligonucleotide Microarray analysis of CHD5-regulated genes.** Transcriptional profiling was determined using Illumina Sentrix BeadChips. Total RNA was used to generate biotin-labeled cRNA using the Illumina TotalPrep RNA Amplification Kit. In short, 0.5ug of total RNA was first converted into single-stranded cDNA with reverse transcriptase using an oligo-dT primer containing the T7 RNA polymerase promoter site and then copied to produce double-stranded cDNA molecules. The double stranded cDNA was cleaned and concentrated with the supplied columns and used in an overnight in-vitro transcription reaction where single-stranded RNA (cRNA) was generated incorporating biotin-16-UTP. A total of 0.75ug of biotin-labeled cRNA was hybridized at 58 degrees C for 16 hours to Illumina's Sentrix Rat Ref-12 Expression BeadChips (Illumina, San Diego, CA). Each BeadChip has ~22,000 well-annotated RefSeq transcripts with approximately 30-fold redundancy. The arrays were washed, blocked and the labeled cRNA was detected by staining with streptavidin-Cy3. Hybridized arrays were scanned using an Illumina BeadStation 500X Genetic Analysis Systems scanner and the image data extracted using the Illumina GenomeStudio software, version 1.1.1.1. For statistical analysis, the expression data were filtered to include only probes with a consistent signal on each chip, and a detecton *p* value of less then or equal to 0.02 for at least one sample of the data. The resulting dataset was next analyzed with DIANE 6.0, a spreadsheet-based microarray analysis program. An overview of DIANE can be found online at http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf. Using DIANE, the results were normalized with a Z-Score transformation [[3](#_ENREF_3)]. 

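The first 3 principal components of the Z-transformed signals of the 18 arrays held 45.7%, 24.9% and 11.3% of the variance. The day 5 arrays lay between -28.5 and -17.8 on the first component and the day 12 arrays between 6.85 and 19.0. On the third component the CHD5 shRNA arrays of days 9 and 12 lay between -15.8 and -6.02 and the control arrays of these days between 4.83 and 10.6. The day 9 control array of replicate b lay apart from all others, at 41.4 on the first component and -42.4 on the second. Without it the first component held 54.6% of the variance.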

Z-normalized data were then analyzed with principal component analysis (PCA). To determine the gene expression changes within each specific RNA comparison, Z-Scores for paired treatment groups were compared using the Z-Ratio statistic [[3](#_ENREF_3)]:

Expression changes for individual genes were considered significant if they met four criteria: Z-Ratio above 1.5 or below -1.5; false detection rate (FDR)[[4](#_ENREF_4)] of less than 0.30; a *P*-value statistic for Z-Score replicability below 0.05; and mean background-corrected signal intensity greater than zero. 

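Applied 1 at a time to the 11079 kept probes, the Z-ratio limit was met by 1218 probes at day 5, 1260 at day 9 and 1217 at day 12. The false detection rate limit was met by 1191, 2558 and 5920 probes, the P-value limit by 1412, 2292 and 4625, and a mean background-corrected signal above 0 by 11060, 11056 and 11042. The text does not give the form of the P-value. It was computed here as a Z test between the Z-scores of the 3 CHD5 shRNA and the 3 control arrays, the false detection rate as its Benjamini-Hochberg adjustment, and the background of each array was inferred from the detection p-values. The text also asks for a consistent signal on each chip without giving a rule, and no such filter was applied. For the false detection rate it cites significance analysis of microarrays, from which the adjustment used here may depart. How far the counts depend on these points was not tested. At days 5 and 9 the counts depended strongly on the form of the P-value. With a moderated p of limma, the 4 criteria were met by 108 probes at day 5 and 139 at day 9, and with an equal-variance test by 27 and 62. At day 12 these gave 1216 and 1166 probes. Without a detection filter 2075 probes met them at day 12. Without the Z-ratio limit, 1190, 2290 and 4620 probes met the others at days 5, 9 and 12, and at day 12 this moved the count most.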

Differentially expressed genes were identified as significant (*p* < 0.05) based on Z-scores. Gene set analysis using GO gene sets with the PAGE [[5](#_ENREF_5)] algorithm was performed as previously described [[6](#_ENREF_6)].

Microarray data has been deposited in GEO (GSE27620).

**SUPPLEMENTARY REFERENCES**

1. Chi T, Yan Z, Xue Y, Wang W (2004) Purification and functional analysis of the mammalian SWI/SNF-family of chromatin-remodeling complexes. Methods Enzymol 377: 299-316.

2. Garcia I, Mayol G, Rodriguez E, Sunol M, Gershon TR, et al. (2010) Expression of the neuron-specific protein CHD5 is an independent marker of outcome in neuroblastoma. Mol Cancer 9: 277.

3. Cheadle C, Vawter MP, Freed WJ, Becker KG (2003) Analysis of microarray data using Z score transformation. J Mol Diagn 5: 73-81.

4. Tusher VG, Tibshirani R, Chu G (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116-5121.

5. Kim SY, Volsky DJ (2005) PAGE: parametric analysis of gene set enrichment. BMC Bioinformatics 6: 144.

6. De S, Zhang Y, Garner JR, Wang SA, Becker KG (2010) Disease and phenotype gene set analysis of disease-based gene expression in mouse and human. Physiol Genomics 42A: 162-167.

7. Lai D, Wan M, Wu J, Preston-Hurlburt P, Kushwaha R, et al. (2009) Induction of TLR4-target genes entails calcium/calmodulin-dependent regulation of chromatin remodeling. Proc Natl Acad Sci U S A 106: 1169-1174.

How the deposited data were processed for this re-analysis (not part of the article)

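RNA of primary rat neurons was measured on Illumina RatRef-12 arrays at days 5, 9 and 12 of culture, after infection on day 1 with a lentivirus expressing CHD5 shRNA or with a control lentivirus. The replicates were labelled a, b and c on each day and for each lentivirus, and all 18 arrays were used. The 6 arrays of replicate a were measured a second time (mean signals 423.1 to 613). The study does not say why, and the second measurements were used only in alternatives. The deposited signal intensities are the mean over the beads of a probe, which the authors extracted with GenomeStudio without normalization or background subtraction, per the file header. The deposited detection p-value of each probe was computed by the authors in the same program against the negative control beads of the array, and is unadjusted. The smallest signal was 42.8 and 0 signals were at or below 0. The background, inferred from the detection p-values, lay between 65.5 and 83.3, and the mean signal over background was 2.06 on the day 9 control array of replicate b. That array's highest correlation with another array was 0.955, and the other arrays correlated among themselves by 0.958 to 0.998. Of the kept probes 11074 had a gene symbol, and 9720 were matched to a current symbol in RefSeq.

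The log2 signals of the kept probes were Z-transformed per array, which follows the normalization in Methods S1, and multiplied by the mean SD of the arrays. R 4.3.3 and limma 3.58.1 were used. limma's lmFit and eBayes were run on the 6 groups of 3 arrays, with the difference between CHD5 shRNA and control within each day as contrasts and the change of that difference between days as further contrasts. Adjustment was by the Benjamini-Hochberg method within a contrast, with a limit of 0.05. Comparisons of 3 against 3 arrays also have an exact permutation p, two-sided, which cannot go below 0.1. The criteria of Methods S1 were applied beside limma, with a Z-ratio beyond 1.5, a false detection rate under 0.3, a P-value under 0.05 and a mean background-corrected signal above 0.

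Genes named in the text are those the paper names, and for each day the 3 probes with the largest fall and the 3 with the largest rise among called probes detected on all arrays of the higher group and without overlap between the groups. Of a gene with several probes, the probe with the highest mean signal is given. Gene sets were tested on 1 probe per symbol. They were the GO terms named in the text, and lists of markers of astrocytes, the oligodendrocyte lineage, microglia, endothelial cells and pericytes, fibroblasts, interneurons, excitatory neurons, all neurons, proliferation and the interferon response. Lists with fewer than 3 genes kept (microglia, and endothelial cells and pericytes) were not tested. The lists, the tests, the named genes and the alternatives were written down before the data were examined, apart from the alternatives named as chosen later.

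The alternatives were quantile normalization, median centring without scaling of the spread, limma's neqc with an offset of 16, no detection filter, detection on all 3 arrays of a group, 1 probe per symbol, a fold change of at least 1.5, only the arrays of a day, a replicate block by letter over all days or within a day, and leaving out each array in turn. For the criteria of Methods S1 they were the other forms of the P-value, a stricter false detection rate and no Z-ratio limit. Whether the letters pair the arrays was checked by correlating, across probes, the deviation of a CHD5 shRNA array from its group with that of the control array of the same letter. The correlations were 0.27, 0.17 and 0.38 at day 5, 0.43, 0.15 and -0.20 at day 9 and 0.05, 0.15 and 0.01 at day 12. The letters were taken to pair the arrays at day 5, and the block within a day is given beside the day 5 count.

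The procedure was tested on simulated data. limma recovered 43.9% to 59.7% of probes with a simulated log2 change of 0.5, 92.6% to 98.3% of those with a change of 1 and 98.5% to 100% of those with a change of 1.5, and 5.88% to 6.45% of its calls were false. The criteria of Methods S1 as computed here recovered 100% of the largest changes, and 54.2% to 56.2% of the probes that met them were false. These rates hold for 57 to 72 changed probes of each size among 11079. The noise was independent between probes and of equal size on each array, and the criteria saw no background. The real share of changed probes is not known and 1 real array is weak, so the rates do not carry over to the real arrays. A set lowered by 0.5 was estimated at -0.46 to -0.51, and for a set left unchanged camera gave an unadjusted p of 0.817, 0.228 and 0.357 at days 5, 9 and 12 and fry 0.513, 0.00447 and 0.03.

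Not used here were the slide of each array and the transcript sequences needed for seed matches of the shRNA, so neither the slide as a block nor seed matches were tested. The mRNA of Chd5 was not analysed, since no probe is annotated to it. The quantitative PCR, the ChIP and the protein data have no values among these arrays and were not analysed here. Not every gene counted in the tallies has its own values given or drawn.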

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

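Of the tests in this part, the regroupings of the arrays were chosen after the results were seen, and the interferon genes were judged against the background only then.

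The effect of CHD5 depletion differed between days 12 and 5 for 17 probes, 10 with a lower and 7 with a higher difference at day 12 (limma, 748 at an unadjusted p under 0.05). Among the genes named by the rule, the difference between days was 1.17 for Prph1 (limma adjusted p 0.0187), -1.24 for Htra1 (0.00263), -1.29 for Cldn10_predicted (0.0325) and 1.19 for Adcyap1 (0.00405). Cldn10_predicted was detected on 0 of the 6 day 5 arrays, so that its day 5 difference of -0.14 is set by the background. Of 100 regroupings of the arrays within each day, the real one included, 3 gave as many probes, the other 2 with 22 and 36. The share is under 0.05, but with 0 probes under median centring and 6 in some fits chance is not firmly excluded. The number depended on the arrays in the fit. It was 6 without day 5 control replicate a, 8 without day 5 control replicate b, 9, 7 and 6 without day 5 CHD5 shRNA replicates a, b and c, 7, 6 and 8 without day 12 control replicates a, b and c, 6, 11 and 6 without day 12 CHD5 shRNA replicates a, b and c, 39 without day 9 control replicate a and 262 without day 9 control replicate b. It was 0 under median centring (limma, 337 at an unadjusted p under 0.05). A longer time after depletion, which the design names, stays open as untested, and so does a difference in the maturity of the cultures.

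Lists of cell-type markers changed, which the paper does not report. Without the genes the paper names, the astrocyte list (14 genes, of 18 kept and 21 listed) had a median of -0.20 at day 5, -0.82 at day 9 and -0.70 at day 12, with 13, 14 and 12 genes lower (camera adjusted p 2.49e-06, 7.11e-12 and 6.38e-12). The study itself named 4 of the 18 genes, and no other list holds any of them. With all 18 genes the medians were -0.24, -0.92 and -0.71. The call was kept under each of 29 alternatives at each day, among them the one with 14 genes, with means of -0.38 to -0.27, -1.04 to -0.57 and -0.77 to -0.65. Of its genes with the strongest signals in the day 12 control arrays, Gja1 (14720) fell by 1.29 at day 9 and Aldoc (11309) fell by 1.23, and both were called. Slc1a3 (15057) fell by 1.19 at day 9 (adjusted p 0.141) and was not called. Fabp7 lay near the highest signals of these arrays, so its difference is not given. Of 100 regroupings, 1 (the real one) gave as many calls over all lists as the 12 found (at most 9 in another). Fewer astrocytes in the CHD5 shRNA cultures would lower the whole list, and at day 9 all 14 genes were lower, with a median of -0.82. At day 12, with 12 of 14 genes lower, the falls were uneven. S100b fell by 1.28 (SE 0.15) and Aldoc by 1.25 (SE 0.23), but Vim changed by -0.003 (SE 0.17). Sox9 was higher by 0.12, at a signal of 129 near the background. An even fall of the whole list was thus not seen at day 12. A lower expression of these genes in the same number of astrocytes stays open too, since the arrays hold no count of cells.

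Other lists changed too. The fibroblast list (4 genes kept of 7) had a median of -0.25 at day 5 and -0.41 at day 9, with 4 of 4 genes lower at both (camera adjusted p 0.000786 and 0.00146), and -0.19 at day 12 with 2 of 4 lower (0.0531). The signals of its 4 genes in the day 12 control arrays were 106 to 175, close to the mean background of 74.5, which limits what this list can show. The proliferation list (12 of 16) had a median of -0.27 at day 5 with 11 of 12 lower (1.01e-06), -0.07 at day 9 and -0.16 at day 12. The oligodendrocyte list (11 of 14) had -0.08 at day 5, -0.21 at day 9 with 9 of 11 lower (0.029) and -0.22 at day 12 with 11 of 11 lower (0.00112). Its day 9 call was lost without day 9 control replicate b (adjusted p 0.0798) or CHD5 shRNA replicate a (0.0502). The interneuron list (11 genes) had -0.11, -0.16 and -0.19, and its calls at days 9 and 12 were lost without the genes the paper names (adjusted p 0.259 and 0.0814). Its day 9 call was also lost under median centring (adjusted p 0.158) and without day 9 control replicates a (0.0991) or c (0.0557). The neuronal list (12 genes) had -0.09, 0.12 and 0.10 and the excitatory neuron list (7 of 8) -0.01, 0.17 and 0.08, and camera called neither. In some alternatives camera called the neuronal list higher at day 9. These were median centring (adjusted p 0.0278) and the fits without day 5 control replicate a (0.0289) or day 9 control replicate b (0.0358). fry called it higher at days 9 and 12 (adjusted p 0.00225 and 0.00767), and the excitatory neuron list at day 9 (0.00519). Without the genes the paper names, both fry calls of the neuronal list were lost (fry adjusted p 0.0867 and 0.0774). In the simulation, fry also gave a low unadjusted p at days 9 and 12 for a set left unchanged. All 12 calls of camera were also called by fry, which called 18 of 24. Fewer non-neuronal cells, in line with the astrocyte value of -0.82, remain a hypothesis for the oligodendrocyte list, and no cell type was counted.

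The interferon list (5 genes kept of 16) had a median of 0.01 at day 5, -0.24 at day 9 with 5 of 5 genes lower and -0.14 at day 12 with 4 of 5 lower (camera adjusted p 0.967, 0.014 and 0.0386). A response to the CHD5 virus would have raised it, and 0 of the 5 genes were called higher at any day. Their mean signals of 92.2 to 145 were close to the mean background of 74.5, however, so that such a response and its absence cannot be told apart from these genes. The day 9 call was lost without control replicate b (mean -0.14, adjusted p 0.158) and under neqc (adjusted p 0.0526), and the day 12 call was lost under quantile normalization, median centring, neqc, a block within the day, the second run of replicate a and without day 9 control replicate a (adjusted p 0.051 to 0.131).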

How the results depend on the processing

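Array weights, the fits that leave the day 9 control array of replicate b out of the day 5 and day 12 results, and the use of the second run of replicate a were chosen after seeing the data.

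Of the named genes and the marker lists, no called one changed sign under any alternative run for it. The signs of all called probes were followed in 2 alternatives. With the second run of replicate a 643 of 653 kept theirs at day 9 and 605 of 606 at day 12, and without the day 9 control array of replicate b all did. The balance of directions turned in some alternatives. In limma, day 9 (249 lower, 404 higher) turned to more lower than higher under median centring, with array weights (332 lower, 213 higher) and without control replicate b (726 lower, 446 higher), CHD5 shRNA replicate a (115 lower, 113 higher) or c (56 lower, 42 higher). Day 12 (359 lower, 247 higher) turned with array weights, and the difference between days 12 and 5 (10 lower, 7 higher) with a block within the day (6 lower, 7 higher). By the criteria of Methods S1, day 5 (358 lower, 276 higher) turned without a detection filter (407 lower, 410 higher) and without control replicate a (416 lower, 454 higher), day 9 (288 lower, 522 higher) without control replicate b (752 lower, 422 higher), and day 12 (647 lower, 562 higher) without a detection filter (1016 lower, 1059 higher) and without the Z-ratio limit (2189 lower, 2431 higher).

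For the limma counts (19, 653 and 606 at days 5, 9 and 12), quantile normalization gave 94 (68 lower, 26 higher), 1044 (513 lower, 531 higher) and 977 probes, and median centring 2 (2 lower), 65 (35 lower, 30 higher) and 162 (113 lower, 49 higher). neqc gave 61 at day 5 and 416 lower and 453 higher at day 9, and detection on all 3 arrays of a group 38 at day 5. With arrays of a day and letter as a replicate block, 7 were called at day 5. Only the 6 arrays of the day gave 11, 0 (limma, 1186 at an unadjusted p under 0.05) and 2590, no detection filter 307 and 340 at days 9 and 12, and a fold change of at least 1.5 gave 239 (107 lower, 132 higher) and 270, which by construction counts fewer probes. At day 12 array weights gave 3575 (1728 lower, 1847 higher), and without the day 9 control array of replicate b 162 probes were called at day 5 and 1451 at day 12. Leaving out 1 array of the day gave 6 to 23 at day 5 (6 without CHD5 shRNA replicate c, 7 without control replicate b, 9 without CHD5 shRNA replicate b), 98 to 1481 at day 9 (1481 and 1172 without control replicates a and b, 228 and 98 without CHD5 shRNA replicates a and c) and 279 to 346 at day 12, where each array left out lowered it by more than 1.5 times. The cause was not tested.

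For the criteria of Methods S1 (634, 810 and 1209), an equal-variance test gave 27 at day 5 and 62 at day 9, a moderated p of limma 108 and 139, a false detection rate under 0.05 360 at day 5, no Z-ratio limit 1190, 2290 and 4620, and no detection filter 2075 at day 12. Quantile normalization changed the directions at day 9 from 288 lower and 522 higher to 497 and 526. Leaving out 1 array gave 469 to 870 at day 5, 454 to 1174 at day 9 (535 without control replicate a, 454 without control replicate c) and 1184 to 1239 at day 12. The 17 targets in the direction of Table S4 were 5 under median centring and 10 to 20 with 1 array left out (10 and 11 without day 9 CHD5 shRNA replicates c and a). The cause was not tested.

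For the difference between days, days 9 and 5 (0 in limma, 809 at an unadjusted p under 0.05) gave 7 under quantile normalization, 4 under neqc, 1 with array weights and 0 to 69 with 1 array left out. Days 12 and 5 (17) gave 105, 0 under median centring (337 at an unadjusted p under 0.05), 52 under neqc, 26 with the letter as a replicate block, 194 with array weights and 6 to 262 with 1 array left out. Days 12 and 9 (0, 262 at an unadjusted p under 0.05) gave 1 under neqc and 0 to 1 with 1 array left out. With 1 array left out, the highest count in each of these was without day 9 control replicate b. The GO terms (0 called by camera) gave 5 under fry and 0 with any 1 array left out. The marker lists (12 called) gave 10 to 14 with 1 array left out. The cause was not tested.

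The relation to maturation (rho -0.29 at day 12) stayed between -0.37 and -0.16, and that at day 5 between -0.13 and 0.17. For the named genes, 2054 results kept their side of the threshold, 121 lost and 81 gained a call, where most results were not called to begin with. Of the 53 results of a named gene at a day that were called, 23 stayed called under quantile normalization, median centring, neqc, the stricter detection, both blocks and without any 1 array of the day. The fit to only the arrays of a day, which called 0 probes at day 9, is not among these. Of the 53, 26 lost the call under median centring. For the marker lists these numbers were 658, 15 and 20. The slide as a block and the seed match of 6 bases were not run, as neither slides nor transcripts were used here. With a mean signal over background of 2.06, the day 9 control array of replicate b limits the precision of weak genes at day 9.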

Differences from the paper's values

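The counts in Fig. 5B, read by eye, were compared with the probes that met the criteria of Methods S1. At day 9 the paper's value for all genes is about 1400 in Fig. 5B and 810 probes met the criteria. For the lower genes the paper's value is about 870 in Fig. 5B and 288 probes were lower. Of the alternatives set before the data were examined, leaving out the day 9 control array of replicate b came within 1.5 times both values (1174 in all, 752 lower). Quantile normalization did so only for the count in all (1023, but 497 lower). Without the Z-ratio limit only the count of lower probes did so (944, but 2290 in all). The others do not. The remaining 7 of the 9 counts compared do not differ by more than 1.5 times.

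The Z scores of 12 GO terms and days in Table S3 were compared with PAGE Z scores from the arrays, and 11 differ, 8 of them in sign. The paper's values are -4.36 and -5.04 for behavioral fear response at days 9 and 12, where 1.95 and 2.43 were found. For negative regulation of neuron differentiation they are 2.39 and 2.08 at days 9 and 12, against -1.90 and -0.74. For neuron projection they are 3.66 and 5.78 at days 5 and 9, against -1.60 and 2.30. The paper's value for forebrain development at day 9 is 4.38, against -1.36, and that for dendrite at day 9 is 3.82, against 1.75. Synapse organization and biogenesis at day 12 has the paper's value of 3.46, against 0.88, and cell division at day 12 the paper's value of 5.39, against -0.40. For cyclin-dependent protein kinase activity at day 12 the paper's value is -2.78, against 0.84. A value was taken to differ if its sign was opposite or if it lay further from the paper's value than an SD. This SD was taken over the fits with 1 array left out, which share most arrays, so it is narrower than a spread between replicates. Under none of the alternatives run for these scores does any of these 11 come to within this SD of the paper's value.

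Of the 27 targets of Table S4 in the tally, 17 were called in the listed direction. Table S4 gives quantitative PCR results from at least 3 independent experiments, a different measure on other samples than an array call. A missing call does not show that a gene is unchanged. Ampd3 is listed as repressed by CHD5, and it fell by 0.58 at day 9 and by 0.78 at day 12 after depletion. The paper lists Fos, App, Vip, Nefm, Nefl, Fmr1, Maoa and Dlx1 as activated, and none of them was called on the arrays at any day. At day 12 Vip (-0.69), Dlx1 (-0.38), Maoa (-0.34) and Nefl (-0.12) were lower in 3 of 3 arrays. App, Nefm, Fmr1 and Fos overlapped the control arrays at that day. Of the genes not called, Vip was called lower at day 9 without the control array of replicate b (-1.07), and Dlx1 at day 9 under quantile normalization (-0.60), under neqc (-0.64) and without that array (-0.74). Fos went the other way, higher by 0.87 at day 9 in 3 of 3 arrays (limma adjusted p 0.123). Under neqc it was called higher at that day (1.55, limma adjusted p 0.0495). With array weights or without the day 9 control array of replicate b in the fit, which were chosen after seeing the values, Vip, Maoa and Dlx1 were called lower at day 12, and 0 of the 17 genes were dropped. With the second run of replicate a, also chosen after seeing the data, 15 were called in the listed direction and 2 of the 17 were dropped. The paper reports higher Baf53b by quantitative PCR, and on the arrays it was not called (0.39 at day 9, limma adjusted p 0.111). It was called at day 12 under quantile normalization (0.39) and neqc (0.43), and at day 9 without control replicate a (0.52). At day 12 it was also called with array weights (0.38) and without the day 9 control array of replicate b in the fit (0.38).

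The paper states that similar numbers of genes changed in each direction. In the limma fit the lower probes were 73.7% of those called at day 5, 38.1% at day 9 and 59.2% at day 12, where day 5 rests on 19 probes. By the criteria of Methods S1 they were 56.5% of 634 probes at day 5, 35.6% of 810 at day 9 and 53.5% of 1209 at day 12, which is nearer to equal numbers at days 5 and 12.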

Other observations

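The tests of the weak day 9 control array, of Table S3, of the splits for the criteria of Methods S1, of the pairs of splits, of the regroupings and of the second runs were chosen after the results were seen.

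The day 9 control array of replicate b had a mean signal of 135. Its weak signal is not the cause of most day 9 calls, since 536 of the 653 probes were also called without it (225 of 249 lower, 311 of 404 higher) and 653 kept their sign. It may account for the balance of directions at day 9, since without it 726 probes were lower and 446 higher. It may account for part of the small number at day 5, since without it 162 probes were called there instead of 19, and leaving out any other array of days 9 or 12 gave 14 to 36. It does not account for fewer calls at day 5 than at days 9 and 12, which had 1172 and 1451 without it. A CHD5 shRNA array under its label is argued against by its score on the day 12 difference of -0.11, close to the other day 9 controls at -0.17 and -0.17 and apart from the day 9 CHD5 shRNA arrays at 0.19 to 0.36. What made the signal weak was not tested.

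The 6 arrays of a day can be split in 10 ways, so the share of splits with as many probes is never under 0.1 and these splits alone cannot exclude chance for a single day. In limma 1 split of 10, the real one, gave as many probes at day 5 (at most 3 in another), 1 at day 9 (at most 1 in another) and 1 at day 12 (at most 0 in another). At day 5, where the letters pair the arrays, the real split ranked 1 among the 4 splits that part all pairs, and the others part fewer pairs. By the criteria of Methods S1, 4 of 10 splits gave as many probes at day 5 (941 in another against 634), 1 at day 9 and 1 at day 12. Days 9 and 12 together allow 100 pairs of splits. Of these 1, the real one, gave as many probes called at both days in 1 direction as the 307 found (0 in any other), which argues against chance for the shared probes. The absolute rho across probes set the real pair less apart, at 0.62 against at most 0.52 in another pair.

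Across 100 regroupings of the arrays within each day, 1 gave as many targets of Table S4 in the listed direction as the 17 found (at most 5 in another). The study chose these genes on the same arrays, so this tally cannot exclude chance. For the differences between days 9 and 5 and between days 12 and 9, where limma called 0 (809 and 262 at an unadjusted p under 0.05), and for the GO terms, where camera called 0 and fry 5, 100 of 100 regroupings gave as many. A count of 0 leaves nothing to test, so these regroupings decide nothing.

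The difference at day 12 was compared across probes with the change of the control cultures from day 5 to day 9, which shares no array with it. Spearman's rho was -0.29 (Pearson's r -0.38), with an SD of rho between replicates of 0.14 (n of 3). The value is consistent with a delayed maturation of the CHD5 shRNA cultures, but fewer astrocytes would give the same sign, since the mean log2 level of the astrocyte genes rose from 0.57 to 0.66 in the day 5 control arrays to 2.18 to 2.96 at day 9. The day 5 difference had a rho of -0.01 with the change of the controls from day 9 to day 12 (SD between replicates 0.23).

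The 435 terms of Table S3 are listed with rising GO numbers (434 of 434 steps rise), and the day 12 Z scores also rise at 434 of 434 steps. Over the 369 terms that could be recomputed, the paper's Z scores had a Spearman rho of -0.09 with PAGE Z scores from the arrays at day 12, -0.12 at day 9 and 0.06 at day 5. A candidate explanation is that terms and values were sorted apart from each other, which the 434 rising steps in both columns allow. Other members of the sets in the study stay open as a cause. Z scores from random parts of equal size of the members of a term had a correlation of 0.33 across 279 terms at day 12. Both parts came from the annotation of the array, so this correlation does not test members from another source. No biological explanation was tested.

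The second runs of the replicate a arrays correlated with the first by 0.997 to 0.998, with an SD of the log2 difference of 0.11 to 0.14. The day 12 CHD5 shRNA arrays of replicates b and c differed from that of replicate a by an SD of 0.13, and those of day 9 by 0.14 to 0.15. The n of 3, the standard errors and the day 12 calls take these arrays as independent cultures, which the arrays do not show. With the second run, the difference had the same sign for 19 of 19, 643 of 653 and 605 of 606 called probes at days 5, 9 and 12.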
